# Adipocyte-Specific Laminin Alpha 4 Deletion Preserves Adipose Tissue Health despite Increasing Adiposity

**DOI:** 10.3390/biomedicines10092077

**Published:** 2022-08-25

**Authors:** Jennifer L. Bailey, David H. Burk, Susan J. Burke, Scott D. Reed, Sujoy Ghosh, Carrie M. Elks

**Keywords:** adipocyte, adipose tissue, extracellular matrix, laminin alpha 4, obesity, basement membrane

## Abstract

Laminins are heterotrimeric glycoproteins with structural and functional roles in basement membranes. The predominant laminin alpha chain found in adipocyte basement membranes is laminin α4 (LAMA4). Global LAMA4 deletion in mice leads to reduced adiposity and increased energy expenditure, but also results in vascular defects that complicate the interpretation of metabolic data. Here, we describe the generation and initial phenotypic analysis of an adipocyte-specific LAMA4 knockout mouse (*Lama4*^AKO^). We first performed an in-silico analysis to determine the degree to which laminin α4 was expressed in human and murine adipocytes. Next, male *Lama4*^AKO^ and control mice were fed chow or high-fat diets and glucose tolerance was assessed along with serum insulin and leptin levels. Adipocyte area was measured in both epididymal and inguinal white adipose tissue (eWAT and iWAT, respectively), and eWAT was used for RNA-sequencing. We found that laminin α4 was highly expressed in human and murine adipocytes. Further, chow-fed *Lama4*^AKO^ mice are like control mice in terms of body weight, body composition, and glucose tolerance, although they have larger eWAT adipocytes and lower insulin levels. High-fat-fed *Lama4*^AKO^ mice are fatter and more glucose tolerant when compared to control mice. Transcriptionally, the eWAT of high-fat fed *Lama4*^AKO^ mice resembles that of chow-fed control mice. We conclude from these findings that adipocyte-specific LAMA4 deletion is protective in an obesogenic environment, even though overall adiposity is increased.

## 1. Introduction

Adipocytes, or fat cells, are each surrounded by a thin sheet of extracellular proteins known as the basement membrane, which often contains type IV collagen, nidogen (entactin), perlecan, and laminins [1,2,3]. Basement membranes perform several critical functions; they provide mechanical stability and participate in cell differentiation, survival, and migration. Laminins (LN) are glycoproteins composed of heterotrimers of α, β, and γ chains and are named according to their chain compositions (for example, LN-411 is comprised of the α4, β1, and γ1 chains) [2,3]. In addition to their structural roles, laminins also interact with surface receptors on neighboring cells to participate in cell signaling. The LN α4 chain (LAMA4) is the alpha component of LN-411 and LN-421 and is the major alpha chain found in the adipocyte basement membrane [4,5]; it is also widely distributed in the peripheral nerves, heart, and vascular endothelial basement membranes [2,6,7,8].

The physiological function of LAMA4 has been assessed in mice with global *Lama4* deletion (*Lama4^−/−^*), originally generated by the Tryggvason laboratory [9]. Adult *Lama4^−^*^/−^ mice exhibit extensive disorganization of microvessels, and newborns exhibit subcutaneous and muscular hemorrhages and anemia along with delayed capillary basement membrane deposition [9]. Approximately 80% of *Lama4^−/−^* mice survive past one week after birth; these mice grossly resemble control littermates but exhibit cardiac hypertrophy and ischemia with increased sudden death [10]. Data from these studies have revealed critical roles for LAMA4 in microvessel growth, endothelial basement membrane strength and integrity, and cardiac function.

The metabolic health of male *Lama4^−/−^* mice has been extensively profiled [4,11,12]. These animals gain less weight in response to a high-fat diet (HFD) and have decreases in epididymal white adipose tissue (eWAT) mass and lipogenesis, with no comparable changes in subcutaneous AT [12]. In addition to their improved insulin sensitivity, *Lama4^−/−^* mice also have significantly higher energy expenditure, attributable to increased beiging of subcutaneous AT [4]. Most recently, adipose tissue LAMA4 levels were found to be increased in HFD-fed C57BL/6J mice and adipose tissue of people with obesity [11]. Interestingly, these LAMA4 levels did not change with weight loss. In vitro, adipocytes cultured on LN411-coated plates demonstrated alterations in genes involved in lipolysis and β-oxidation [11].

Data from studies on *Lama4^−/−^* mice have advanced our understanding of adipose tissue LAMA4 and its regulation in obesity. However, the cardiovascular derangements present in these mice complicate the interpretation of adipose tissue-specific effects of LAMA4 loss on metabolic parameters in these animals. Therefore, we hypothesized that adipocyte-specific loss of LAMA4 would result in metabolic effects that contrast with those in *Lama4^−/−^* mice.

To separate the adipose tissue-specific effects of *Lama4* loss from the cardiovascular derangements, we generated an adipocyte-specific LAMA4 knockout mouse (*Lama4*^AKO^). Our findings indicate that *Lama4*^AKO^ mice have increased adipocyte area in eWAT when fed a chow diet. When challenged with HFD, *Lama4*^AKO^ mice accrue significantly more fat mass via inguinal adipose tissue (iWAT) hypertrophy but remain glucose-tolerant. Transcriptomic analyses of eWAT suggest a less inflammatory, lipid storage-promoting environment in HFD-fed *Lama4*^AKO^ mice. These data indicate that the adipocyte-specific loss of LAMA4 is protective in the setting of diet-induced obesity and highlight the need for further studies to determine the molecular basis for this apparent protection.

## 2. Experimental Section

### 2.1. In Silico Analysis of LAMA4 or Lama4 Expression in Human or Mouse White Adipose Tissue and Adipocytes

Using the Single Cell Portal website (www.singlecell.broadinstitute.org; accessed on 15 April 2022), we explored single nucleus RNA-sequencing (RNA-Seq) data from human and mouse adipose tissue described in [13] (Study SCP1376 on Single Cell Portal). We used the “explore” function to examine *LAMA4* or *Lama4* expression in various cell types of human or mouse white AT (WAT) depots, respectively, with the clustering option set to human or mouse “WAT”. Using the same procedure, we also examined adipocyte-specific *LAMA4* or *Lama4* expression, with the clustering option set to human or mouse “adipocytes”.

### 2.2. Generation of Lama4 loxP/loxP Mice

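*Lama4* (ENSMUSG00000019846) lies on the forward strand of chromosome 10 of the GRCm38 mouse reference, from 38965515 to 39110188. In release 21 of the GENCODE mouse annotation, the transcript mapped here has 38 exons that add up to 6046 bases after splicing. Exon 3 of it spans 39010998 to 39011122 and holds 125 bases. Divided by the 3 bases of a codon, that length leaves a remainder of 2, so a transcript that joins exon 2 to exon 4 changes its reading frame at the join. Exon 3 lies 99066 bases from the 3′ end of the gene, and 5184 bases of the spliced transcript follow it.

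**Figure D1:**
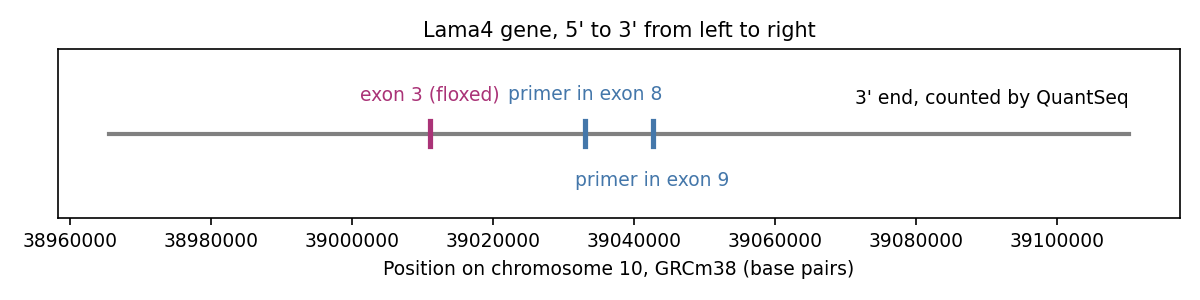
Position of exon 3 of *Lama4* on chromosome 10 of GRCm38, in base pairs, with the qPCR primer sites in exons 8 and 9 and the 3′ end of the gene. The grey line is the gene from 38965515 to 39110188, and exon 3 sits in its first part, on the 5′ side of both primer sites.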

Starting with the EUCOMM Lama4 targeting vector (PG00087_Y_3_B09), the Frt-LacZ-LoxP-neo-FrtLoxP portion of the vector was replaced by recombineering with an Frt-Neo-FrtLoxP element, resulting in exon 3 of the *Lama4* gene being flanked by LoxP sites. Homologous recombination was performed using the C57BL/6N-PRX-B6N #1 embryonic stem (ES) cell line (Jackson Laboratories catalog number 012448C01). Correct homologous recombination in ES cell clones surviving positive/negative selection was verified with Fidelity PCR at both flanks using primers as indicated below (Figure 1—white arrows; sequences appear in Appendix A); the presence and the correct sequence of both loxP sites were confirmed by Sanger sequencing. Targeted ES cells were injected into female albino C57BL/6J-Tyrc-2J blastocysts. Chimeric animals were mated to C57BL/6J mice to generate heterozygous offspring on the C57BL/6J genetic background. 

### 2.3. Animals and Diets

Male littermate laminin alpha 4 loxP/loxP (“floxed” mice; *Lama4*^fl/fl^) and adipocyte-specific laminin alpha 4 knockout (*Lama4*^AKO^) mice were used in these studies. Briefly, *Lama4*^fl/fl^ mice were generated by the Pennington Biomedical Research Center (PBRC) Transgenics Core as described in Section 2.1 and crossed to adiponectin-Cre mice from our in-house colony [14] (Jackson Laboratories Stock #010803) to create the adipocyte-specific LAMA4 knockout mouse (*Lama4*^AKO^). Mice were housed in a temperature-controlled (22 °C ± 2 °C) and humidity-controlled (45–55%) room under a 12-h light-dark cycle and were allowed *ad libitum* access to food and water. Mice were fed a high-fat diet (HFD; D12451; 45% fat; Research Diets) or a breeder chow diet (Purina LabDiet #5015; LabDiet, St. Louis, MO, USA) as indicated for 20 weeks. All mice were weighed weekly and body composition was measured every other week. After humane euthanasia, tissues were collected for histology, microscopy, and gene and protein expression analyses. Mice were 24–26 weeks old when tissues were collected. The Pennington Biomedical Research Center Institutional Animal Care and Use Committee approved all studies (protocols 1025 & PB21-001).

### 2.4. Validation of Cre-Mediated Adipocyte-Specific Lama4 Deletion

Total RNA was extracted from tissues (adipose tissue, heart, spleen, liver) of chow-fed *Lama4*^fl/fl^ and *Lama4*^AKO^ mice, concentrations quantified, and reverse transcription performed as previously described [15,16]. Quantitative PCR was performed and *Lama4* expression normalized to *Ppia* expression (peptidyl prolyl isomerase A). Primer sequences (Integrated DNA Technologies) for *Lama4* are as follows: TTCCTTCTCAACCAGCATACC (forward), AACAACTCGGAGAACACACTG (reverse). 

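On GRCm38, AACAACTCGGAGAACACACTG matches the sense strand of *Lama4* in exon 8, from 39033062 to 39033082, and TTCCTTCTCAACCAGCATACC matches the antisense strand in exon 9, from 39042602 to 39042622. In the spliced transcript the first lies at bases 1437 to 1457 and the second at bases 1518 to 1538, which gives a product of 102 bases across the junction of exons 8 and 9. Neither primer lies in exon 3, so a transcript spliced without exon 3 still holds both primer sites.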

*Ppia* primer sequences are as follows: CCACTGTCGCTTTTCGCCGC (forward), TGCAAACAGCTCGAAGGAGACGC (reverse).

### 2.5. Intraperitoneal Glucose Tolerance Testing and Measurement of Serum Insulin and Leptin

Intraperitoneal glucose tolerance tests were performed after a 4-h fasting period using i.p. injections of 20% dextrose. Blood glucose was measured at baseline (time 0) before the administration of glucose and at the indicated post-injection time points as described previously [14]. We measured serum insulin and leptin using a mouse insulin ELISA kit from Mercodia (Uppsala, Sweden) and a Mouse/Rat Leptin Quantikine ELISA kit from R&D (Minneapolis, MN, USA), respectively, according to the manufacturer’s instructions.

### 2.6. Histologic Evaluation of Tissues and Adipocyte Size Analysis

Each animal’s liver, eWAT, brown adipose tissue (BAT), and iWAT were formalin-fixed, paraffin-embedded, and sectioned at a thickness of 5 μm. Sections were placed on slides and stained with hematoxylin and eosin (H&E) for histologic evaluation. A board-certified veterinary pathologist (S.D.R.) blinded to animal genotypes conducted a histologic evaluation of liver and eWAT sections.

Average adipocyte area (μm^2^) was determined as previously described [14]. Briefly, H&E-stained eWAT and iWAT sections were imaged using a Hamamatsu NanoZoomer digital slide scanner at 20× resolution. A custom application within VIS software version 5.0.5 (Visiopharm Corporation, Westminster, CO, USA) was used to analyze and quantify the resulting images. The number of adipocytes measured in tissues from mice on the chow diet ranged from 1975 to 9810 while adipocytes measured from mice on HFD ranged from 2370 to 12,028.

### 2.7. RNA-Seq and Bioinformatics Analysis

RNA was isolated from eWAT as described previously [14,16,17]. RNA quality was confirmed using a Bioanalyzer RNA 6000 chip (Agilent Technologies, Santa Clara, CA, USA); RNA integrity numbers were verified for all samples and ranged from 8–10. Sequencing libraries were constructed, library sizes verified, and sequencing conducted as previously described [17]. Primary data analysis was performed using the Lexogen QuantSeq pipeline V1.8.8 (Lexogen, Inc., Greenland, NH, USA) on the Bluebee platform for quality control, mapping, and read count tables. The raw and processed data are deposited in the GEO database (accession number GEO: GSE179138).

Raw count matrices of RNA sequencing data were obtained via the Rsubread [18] package in R and further processed for gene quantification and identification of differentially expressed genes using the limma package [19]. Gene counts were log2 transformed and normalized for sequencing depth via the trimmed means of M values (TMM) method [20]. The TMM-normalized data was used to identify sample outliers via Principal Components Analysis (Supplementary Figure S1). 

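The text does not name the mice that were set aside, so they were worked out from the deposited counts. Fig. 9 plots 1 point per mouse for 10 genes, with 3 points per gene for HFD-fed *Lama4* fl/fl mice and 5 for chow-fed *Lama4* fl/fl mice. The points were read by eye and compared with the TMM-normalized log2 CPM of each possible choice of mice. Of the 20 choices of 3 HFD-fed *Lama4* fl/fl mice, replicates 1, 2 and 5 lay closest to the points, with a root mean square difference of 0.0671 log2 units against 0.526 for the next choice. Among the 6 choices of 5 chow-fed *Lama4* fl/fl mice, leaving out replicate 3 gave 0.0580 log2 units against 0.349 for the next. Replicates 3, 4 and 6 of the HFD-fed *Lama4* fl/fl group and replicate 3 of the chow-fed *Lama4* fl/fl group are therefore the *Lama4* fl/fl mice left out. All 6 HFD-fed *Lama4* AKO mice were taken as kept.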

After outlier removal, genes with at least one count per million (CPM) reads in three or more samples were retained for further analysis, resulting in 14,855 genes. 

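The number of genes retained was used to infer which chow-fed *Lama4* AKO mice were kept. With the *Lama4* fl/fl mice of Fig. 9 and the 6 HFD-fed *Lama4* AKO mice fixed, 42 choices of at least 3 chow-fed *Lama4* AKO mice were tried, and CPM was taken from total counts without TMM factors. The paper's number of genes came from 1 of the 42 choices, the one that leaves out replicate 5, and the nearest other choice gave 14852 genes. When HFD-fed *Lama4* AKO mice could be left out too, it came from the same choice alone among 1764. With TMM factors none of the 1764 gave that number, and 3 others came within 3 genes of it, so the choice rests on leaving these factors out and stays an inference. The mice referred to as the paper's mice are 19 of 24: 5 chow-fed *Lama4* fl/fl, 5 chow-fed *Lama4* AKO, 3 HFD-fed *Lama4* fl/fl and 6 HFD-fed *Lama4* AKO mice. With CPM from TMM-scaled library sizes, 14863 genes passed in these 19 mice and 15020 in all 24. Without TMM factors, 15024 genes passed in all 24.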

The mea-–variance relationship of gene-wise standard deviation to average log CPM gene signal was assessed via the ‘voom’ method [21] to generate precision weights for each observation. We subsequently utilized log CPM values and associated precision weights to generate empirical Bayes moderated t-statistics estimates for the identification of differentially expressed genes. To adjust for multiple testing, adjusted *p*-values were calculated via the false discovery rate (FDR) method [22]. Genes with absolute fold-change ≥1.5-fold, nominal *p*-value ≤ 0.001, and maximum average group expression ≥2 CPM were considered differentially expressed.

Pathway enrichment analysis on differentially expressed genes was conducted via gene-set enrichment analysis (GSEA) [23], using a custom pathway database consisting of KEGG pathways (obtained from MSigDB [23]) and several user-defined custom gene-sets. GSEA was run in the pre-ranked mode with genes ranked by their log fold-change between comparisons. Analysis was restricted to pathways containing between 15 and 250 genes, and the enrichment statistic was computed by the ‘classic’ method. Pathways with an adjusted *p*-value ≤ 0.05 were considered significantly regulated.

### 2.8. Statistical Analysis

All data are expressed as mean ± SEM. GraphPad Prism 9.0 (GraphPad Software, San Diego, CA, USA) was used for statistical analyses. For comparisons between two independent groups, a Student’s *t*-test was used and *p* < 0.05 was considered statistically significant. All sample sizes and *p*-values are listed in the figure legends.

## 3. Results

### 3.1. LAMA4 Is Highly Expressed in the Adipocyte Compartments of Human and Mouse Adipose Tissue

An in-silico analysis of a large adipose tissue single cell/single nucleus RNA-sequencing dataset [13] revealed that, in humans, *LAMA4* is expressed in several immune and non-immune cell populations of WAT, with the highest expression appearing in adipocytes and mesothelial cells (Supplementary Figure S2). In mice, *Lama4* expression is restricted to non-immune cells, with the highest expression noted in adipocytes (Supplementary Figure S3). A closer examination of the adipocyte subclusters from this dataset revealed that *LAMA4* and *Lama4* are evenly expressed between visceral and subcutaneous depots in both humans (Figure 2a,b) and mice (Figure 2c,d), respectively.

### 3.2. Body Mass and Body Composition of Chow-Fed Lama4^fl/fl^ and Lama4^AKO^ Mice

Whole-body LAMA4 deletion is associated with decreased fat mass in mice, while obese mice and humans with obesity exhibit increased adipose tissue levels of LAMA4 [11,12]. Here, we investigated whether the loss of adipocyte LAMA4 contributed to alterations in body mass or body composition. We first examined various tissues to confirm *Lama4* knockdown in fat depots from our *Lama4*^AKO^ mice. We observed a knockdown of approximately 50–60% in both eWAT and iWAT of *Lama4*^AKO^ mice when compared to control mice (Figure 3a). Because *Lama4* is expressed in blood vessels and immune cells, we did not expect to observe a complete loss of *Lama4* in adipose tissue. The results we observed, in this case, are consistent with those from whole fat tissue of other adipocyte-specific models we have generated [14,17]. Using control (*Lama4*^fl/fl^) and *Lama4*^AKO^ mice under normal diet conditions, we noted no significant differences in total body mass (Figure 3b), fat mass, or lean mass (Figure 3c) between genotypes. Notably, the fat mass began to diverge toward study completion (Figure 3c). Though both genotypes had similar adiposity, the *Lama4*^AKO^ mice had significantly larger eWAT adipocytes than those of the control mice (Figure 3d,e). No changes in adipocyte size were observed in iWAT.

### 3.3. Adipocyte-Specific LAMA4 Deletion Does Not Affect Glucose Tolerance under Normal Diet Conditions

Chow-fed mice with whole-body deletion of LAMA4 are more insulin sensitive and glucose-tolerant than their control counterparts [12]. We examined glucose tolerance, serum insulin, and serum leptin levels in our chow-fed *Lama4^f^*^l/fl^ and *Lama4*^AKO^ mice. Glucose tolerance testing conducted after 18 weeks of feeding revealed no differences between chow-fed *Lama4*^fl/fl^ and *Lama4*^AKO^ mice in terms of the systemic response to a glucose bolus (Figure 4a). Interestingly, however, postprandial insulin levels were lower in *Lama4*^AKO^ mice (*p* = 0.052) when compared to controls at 24 weeks old (Figure 4b). There were also no differences in serum leptin levels between groups (Figure 4c). Histologic evaluation of liver tissue revealed no apparent differences in liver triglyceride content (Figure 4d). 

### 3.4. Adiposity Is Increased in Lama4^AKO^ Mice Fed a High-Fat Diet (HFD)

Adipose tissue LAMA4 levels are increased in human and murine obesity [11], though the consequences of this are unclear. When provided a HFD as an obesogenic stimulus, mice with whole-body LAMA4 deletion exhibit lower fat mass and preservation of insulin sensitivity compared to control mice [12]. In contrast, we noted that although total body mass did not differ between HFD-fed *Lama4^f^*^l/fl^ and *Lama4*^AKO^ mice (Figure 5a), the knockout mice had significantly higher fat mass and significantly lower lean mass (Figure 5b) than the control mice. In contrast to the chow-fed *Lama4*^AKO^ mice, the iWAT of HFD-fed *Lama4*^AKO^ mice contained significantly larger adipocytes (Figure 5c,d). Interestingly, the BAT of HFD-fed *Lama4*^AKO^ mice contained larger lipid droplets (Figure 5e), but the expression of key BAT-associated genes was not altered between genotypes (Figure 5f).

### 3.5. Adipocyte-Specific LAMA4 Deletion Improves Glucose Tolerance in Diet-Induced Obesity

HFD-fed *Lama4*^AKO^ mice, despite having greater adiposity, are more glucose-tolerant than their control counterparts (Figure 6a,b). Further, these mice exhibit no differences in postprandial insulin levels (Figure 6c), leptin levels (Figure 6d), or hepatic lipid accumulation (Figure 6e). Our glucose tolerance findings coincide with those reported in *Lama4^−/−^* mice. However, the striking differences in adiposity between the models suggest that the underlying mechanisms for the improved glucose tolerance may not be the same; this will require further study.

### 3.6. RNA-Seq Identifies Distinct Transcriptomic Differences in eWAT in Response to Diet and Genotype

We observed during the microscopic evaluation of adipose tissue depots that eWAT from chow- and HFD-fed *Lama4*^AKO^ mice had less inflammatory infiltrate than eWAT from control animals. Given the influence of inflammation on many functions of adipose tissue, we conducted bulk RNA sequencing on eWAT from chow- and HFD-fed mice of each genotype to better assess genes and pathways affected by *Lama4* deletion. 

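RNA from the eWAT of 24 male mice was sequenced, 6 in each of 4 groups: chow-fed *Lama4* fl/fl, chow-fed *Lama4* AKO, HFD-fed *Lama4* fl/fl and HFD-fed *Lama4* AKO, after 20 weeks on the diet. QuantSeq libraries read the 3′ end of each transcript, 1 library was made per mouse, and the authors deposited the number of reads counted on each gene, without normalization. The gene with the fewest reads in that table has 72 over the 24 libraries, a mean of 3, so genes below this level had been removed before the counts were deposited. A table of the same counts divided by a size factor per library gives symbols for 14067 of the genes. Chow-fed *Lama4* fl/fl libraries held between 10195600 and 18764500 counts, with a median of 15062200. Chow-fed *Lama4* AKO libraries held 5579590 to 16457700 (median 14179700), HFD-fed *Lama4* fl/fl libraries 12450600 to 16787800 (median 14462100) and HFD-fed *Lama4* AKO libraries 9156490 to 11640700 (median 11405800). The counts were scaled with TMM factors and a model with 1 coefficient per group was fitted with the quasi-likelihood method of edgeR to the genes with at least 1 CPM in at least 3 mice. A gene was called differentially expressed at an absolute fold change of at least 1.5, a nominal *p*-value of at most 0.001 and a mean of at least 2 CPM in the higher group. Adjusted *p*-values follow Benjamini and Hochberg over all genes tested. Each result is given for the paper's mice first and then for all 24. The first principal component of the log2 CPM of all 24 libraries held 43.0% of the variance, and the second 10.1%. HFD-fed *Lama4* fl/fl libraries lay far apart on the first: replicates 1, 2 and 5 were at 81.1, 50.5 and 55.1, and replicates 3, 4 and 6, which the paper left out, at −11.5, −81.5 and −64.7. Chow-fed *Lama4* fl/fl replicate 3, also left out, was at 53.5 among chow-fed *Lama4* fl/fl libraries that otherwise ran from −99.9 to 4.03. Chow-fed *Lama4* AKO replicate 5, the last mouse taken as left out, was at 22.3, and the others of its group lay between −80.3 and 1.17. HFD-fed *Lama4* AKO libraries lay between −0.457 and 67.1.

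**Figure D2:**
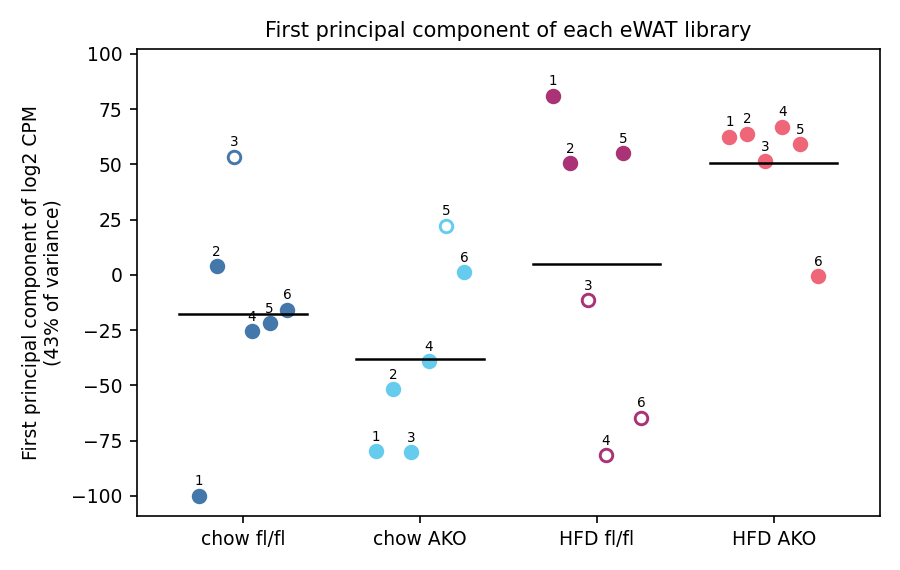
First principal component of TMM-normalized log2 CPM (arbitrary units) for each of the 24 eWAT libraries, by diet and genotype label. Filled circles are the paper's mice, open circles the mice it left out, digits the replicate numbers and bars the means of the 6 libraries. The 3 open circles of HFD-fed *Lama4* fl/fl mice lie between −81.5 and −11.5, and the 3 filled ones between 50.5 and 81.1.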

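*Lama4*, the targeted gene, had between 376 and 2147 counts per library. In the paper's mice on chow its log2 CPM was 6.82 ± 0.24 (SD, n = 5) in the libraries labelled *Lama4* AKO and 6.67 ± 0.61 (n = 5) in those labelled *Lama4* fl/fl, a difference within the spread between mice (two-sided exact permutation test, p = 0.611). The chow values of all 24 mice were 6.69 ± 0.40 (n = 6) and 6.45 ± 0.76 (n = 6; exact permutation test, p = 0.524). The edgeR fit over all 24 mice gave a log2 fold change of 0.11 (standard error 0.343, adjusted p = 0.980) on chow. That value was −0.05 without chow-fed *Lama4* fl/fl replicate 3. On HFD, the libraries labelled *Lama4* AKO were at 5.61 ± 0.48 (n = 6) and the 3 *Lama4* fl/fl mice of the paper at 5.5 ± 0.45 (n = 3; exact permutation test, p = 0.798, where 0.0119 is the smallest possible), while all 6 *Lama4* fl/fl mice were at 6.19 ± 0.82 (n = 6; exact permutation test, p = 0.152). *Lama4* fell by 0.69 on the log2 scale in all 24 mice on HFD (standard error 0.346, adjusted p = 0.347 from edgeR) and rose by 0.14 in the paper's mice (standard error 0.317, adjusted p = 0.939 from edgeR). Between diets, *Lama4* was lower on HFD in the libraries labelled *Lama4* AKO, by −1.22 in the paper's mice and −1.08 in all 24 (exact permutation test, p = 0.00649 for both). In *Lama4* fl/fl mice the difference was −1.17 in the paper's mice (exact permutation test, p = 0.0357) and −0.27 in all 24 (exact permutation test, p = 0.558). Relative to the mean of 16 adipocyte genes, the difference between diets was small in the paper's mice and in all 24. It was 0.14 and 0.07 in the libraries labelled *Lama4* AKO (exact permutation test, p = 0.468 and 0.690). In *Lama4* fl/fl mice it was −0.03 and 0.02 (exact permutation test, p = 0.911 and 0.935). The lower *Lama4* on HFD therefore cannot be told apart from a fall of adipocyte genes as a whole. Since *Lama4* is not lower in the libraries labelled *Lama4* AKO on chow, the genotype is a label in every comparison of genotypes, and each direction follows the labels.

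**Figure D3:**
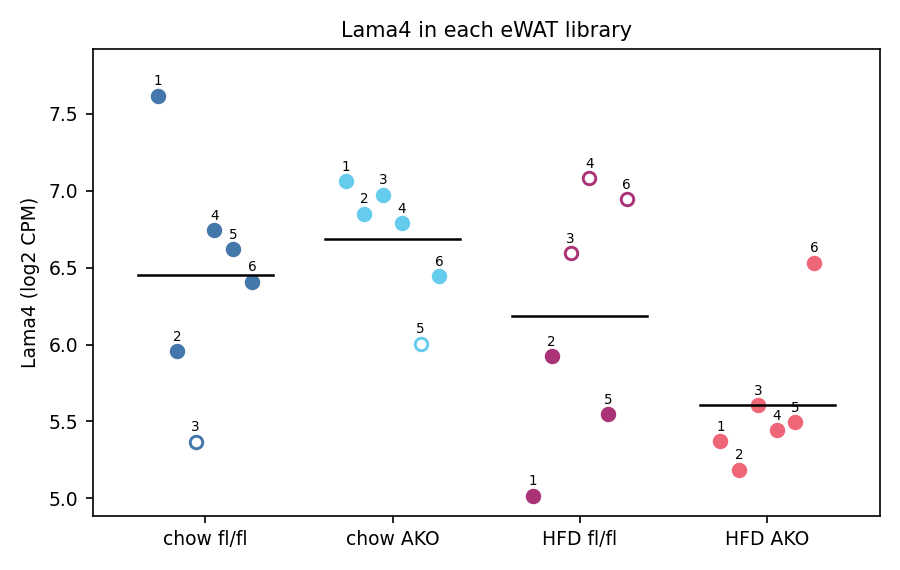
*Lama4* in log2 CPM for each eWAT library, by diet and genotype label. Filled circles are the paper's mice, open circles the mice it left out, digits the replicate numbers and bars the means of 6 libraries. On chow the means of the libraries labelled *Lama4* AKO and *Lama4* fl/fl are 6.69 and 6.45, and on HFD 5.61 and 6.19.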

Our RNA-Seq analysis identified distinct differences in gene expression in response to diet and genotype. 

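Over the paper's mice, 1750 genes were called between HFD-fed and chow-fed *Lama4* fl/fl mice, 816 higher and 934 lower on HFD. Leaving out HFD-fed *Lama4* fl/fl replicate 1, 1 of the 3 in that group, lowered the count to 818, and the other fits that each left out 1 mouse gave up to 1992. All 24 mice gave 26 genes, 16 higher and 10 lower, and 16 of them were also called in the paper's mice. Without HFD-fed *Lama4* fl/fl replicate 1 this count was 14, and without chow-fed *Lama4* fl/fl replicate 1 it was 63. Of the 1750 genes, 1738 went in the same direction in all 24 mice, where their median absolute log2 fold change was 0.40 against 1.10 in the paper's mice. At an unadjusted *p*-value under 0.05, 6149 genes (41.4% of those tested) differed in the paper's mice and 1354 (9.01%) in all 24. The choice of mice moved this count most. An adjusted *p*-value of at most 0.05 in place of the nominal one called 0 genes in all 24 mice and, as a setting chosen after the data were seen, 3398 in the paper's mice.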

A total of 1800 genes were differentially expressed between chow- and HFD-fed *Lama4*^fl/fl^ mice (absolute fold-change ≥ 1.5-fold, nominal *p*-value ≤ 0.001, maximum average group expression ≥ 2 log CPM). Under the same conditions, 2218 genes were differentially expressed between chow- and HFD-fed *Lama4*^AKO^ mice. 

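For the libraries labelled *Lama4* AKO, the paper's mice gave 2332 genes between diets, 909 higher and 1423 lower on HFD, and all 24 mice gave 619, 194 higher and 425 lower. Of the 619 genes, 609 were called in the paper's mice too, and all 2332 went the same way in all 24 mice, with a median absolute log2 fold change of 0.98 against 1.11 in the paper's mice. Each of the 19 fits without 1 of the paper's mice gave between 1588 and 2960 genes. With all 24, chow-fed *Lama4* AKO replicates changed the count most: 299 genes were called without replicate 3, and 1169 without replicate 5, taken as left out by the paper. The split between higher and lower genes over all 24 mice depended on the tool, since limma-voom called 307 higher and 297 lower. An adjusted *p*-value of at most 0.05 in place of the nominal one called 2422 genes in all 24 mice. In the paper's mice it called 4116, as a setting chosen after the data were seen. Without the criteria on fold change and expression, the genes with such an adjusted *p*-value from edgeR numbered 5985 in the paper's mice and 3315 in all 24. A direct test of whether the response to diet differed between genotypes called 101 genes in the paper's mice (30 with a higher and 71 with a lower response in the libraries labelled *Lama4* AKO) and 58 in all 24 (19 and 39), where limma-voom gave 30 and 24. Without HFD-fed *Lama4* fl/fl replicate 1 the first of these counts was 38, and without HFD-fed *Lama4* fl/fl replicate 2 it was 258. For all 24 mice it was 29 without chow-fed *Lama4* AKO replicate 3 and 188 without chow-fed *Lama4* fl/fl replicate 1.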

When comparing HFD-fed *Lama4*^fl/fl^ mice to HFD-fed *Lama4*^AKO^ mice, 79 genes were differentially expressed, whereas only 31 genes satisfied the conditions for differential expression between chow-fed *Lama*4^fl/fl^ and *Lama*4^AKO^ mice. 

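Between genotypes on HFD, 84 genes were called over the paper's mice, 37 higher and 47 lower in the libraries labelled *Lama4* AKO, and on chow 31 genes, 23 higher and 8 lower. All 24 mice gave 26 genes on HFD (13 higher, 13 lower) and 17 on chow (10 higher, 7 lower). These splits depended on the tool: on HFD, limma-voom called 22 genes higher and 8 lower and DESeq2 20 higher and 61 lower, and on chow they called 9 and 10, and 19 and 22. Calls shared by both sets of mice numbered 6 on HFD and 9 on chow. The direction in the paper's mice was also that in all 24 for 77 of the 84 genes and for all 31. Single mice moved these counts. For the paper's mice on HFD, 19 genes were called without HFD-fed *Lama4* fl/fl replicate 1 and 303 without HFD-fed *Lama4* fl/fl replicate 2, and on chow 13 without chow-fed *Lama4* AKO replicate 3 and 177 without chow-fed *Lama4* fl/fl replicate 1. For all 24 mice, the HFD count was 13 without HFD-fed *Lama4* fl/fl replicate 4 and 91 without HFD-fed *Lama4* fl/fl replicate 2, and the chow count 4 without chow-fed *Lama4* AKO replicate 3 and 65 without chow-fed *Lama4* fl/fl replicate 1. With edgeR, 0 genes had an adjusted *p*-value of at most 0.05 between genotypes on either diet in either set of mice. At an unadjusted *p*-value under 0.05 there were 1653 genes on HFD and 1263 on chow in the paper's mice, and 2227 and 878 in all 24.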

Differential expression patterns across these four comparisons are depicted via volcano plots in Figure 7a–d, with the top 20 differentially expressed genes annotated in each plot (full gene names appear in Appendix B).

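All 20 genes labelled in Fig. 7a were called over the paper's mice, 5 higher and 15 lower on HFD, with adjusted *p*-values between 5.50e-05 and 0.000168 from edgeR. None of the 20 was called in all 24 mice, where the lowest adjusted *p*-value was 0.448 and the median absolute log2 fold change 0.52 against 1.53 in the paper's mice, although all 20 kept their direction. The 20 labels of Fig. 7b were called in the paper's mice, and 19 of them in all 24. Of the 20 labels of Fig. 7c, 16 were called in the paper's mice and 1 in all 24, and 18 kept their direction. Of those of Fig. 7d, 13 were called in the paper's mice and 4 in all 24, and all 20 kept their direction. Over all 24 mice, the gene with the lowest *p*-value between diets in *Lama4* fl/fl mice was *Snord118* (log2 fold change −2.46, standard error 0.457, adjusted p = 0.239 from edgeR), followed by *Snord13* (−2.09), *Plxnd1* (0.72), *Ubqln4* (0.75) and *mt-Co1* (−0.77). *Snord118* and *Ubqln4* were not called in the paper's mice. In the libraries labelled *Lama4* AKO, *Gxylt2* came first (0.95, standard error 0.147, adjusted p = 0.0121 from edgeR), followed by *Plscr4* (0.67), *Armcx2* (0.82), *Slc6a4* (2.76) and *Rgs7* (−2.11), and all 5 were called in the paper's mice. Between genotypes on HFD the first was *Gm43581* (−1.71, standard error 0.288, adjusted p = 0.0625 from edgeR), then *Cspp1* (−0.66), *Stoml2* (−0.85), *Ctcf* (−0.67) and *Cep162* (−0.98), of which *Cspp1* and *Stoml2* were not called in the paper's mice. On chow the order was *Plxnd1*, *Zfp949*, *mt-Tt* (−1.32), *Siah2* (0.68) and *Mthfsl* (−0.85), with adjusted *p*-values from edgeR of 0.278 to 0.634, and *mt-Tt* was not called in the paper's mice. *Zfp949* and *Cep162* lie on chromosome 9 within 20 Mb of *Gm28586*. That transcript was found in every library labelled *Lama4* AKO and also in HFD-fed *Lama4* fl/fl replicate 2 (33 counts). The interaction of diet and genotype was led by *Ubqln4*, whose log2 fold change between diets was lower by −1.36 in the libraries labelled *Lama4* AKO (standard error 0.226, adjusted p = 0.0499 from edgeR), and by *Pelp1* (−0.80), *Plxnd1*, *Gm43581* (−1.97) and *Mettl1* (−0.86). In the paper's mice the value for *Ubqln4* was −1.37 (adjusted p = 0.110 from edgeR). *Gm43581* is a predicted gene.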

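Of the genes called between diets over the paper's mice, 880 were called in both genotypes, and all 880 changed in the same direction in *Lama4* fl/fl mice and in the libraries labelled *Lama4* AKO. The count fell to 483 without HFD-fed *Lama4* fl/fl replicate 1 and was 1104 without HFD-fed *Lama4* AKO replicate 6. With all 24, 2 genes were called in both: *Cck* on chromosome 9 fell on HFD in both genotypes, by −3.35 and −2.99 on the log2 scale, and *Ubqln4* on chromosome 3 rose by 0.75 in *Lama4* fl/fl mice and fell by 0.62 in the libraries labelled *Lama4* AKO. Both were named after their values were seen. Leaving out 1 mouse gave between 0 genes (without chow-fed *Lama4* AKO replicate 3) and 6 (without HFD-fed *Lama4* fl/fl replicate 4).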

We next investigated the extent of overlap among the differentially expressed genes from each comparison (Figure 8) and found 887 genes to be regulated in common in response to diet between *Lama4*^fl/fl^ and *Lama4*^AKO^ mice. In contrast, there was almost no overlap between *Lama4*^fl/fl^ and *Lama4*^AKO^ mice on chow or HFD. 

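A single gene, *Zfp949* (chromosome 9, 88548020 to 88571061), was called between genotypes on both diets over the paper's mice. It was higher in the libraries labelled *Lama4* AKO, by a log2 fold change of 1.39 on HFD and 1.15 on chow (adjusted p = 0.111 and 0.259 from edgeR). Without HFD-fed *Lama4* fl/fl replicate 1 no gene was called on both diets, and without HFD-fed *Lama4* fl/fl replicate 2 there were 3. All 24 mice gave 2 genes. *Zfp949* was again higher on both diets (1.07 on HFD and 1.25 on chow), and *Ubqln4* was lower on HFD (−0.72) and higher on chow (0.65). With 1 mouse left out the count lay between 1 (without chow-fed *Lama4* fl/fl replicate 2) and 3 (without HFD-fed *Lama4* fl/fl replicate 1).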

A group of 45 genes was found to be differentially expressed in common between HFD-fed *Lama4*^fl/fl^ and *Lama4*^AKO^ mice, as well as between HFD and chow-fed control mice (Figure 8). These genes spanned various biological functions including peroxisomal and ribosomal function, protein targeting, protein regulation, RNA regulation, and DNA damage (Supplementary Table S1). 

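Over the paper's mice, 56 genes were called both between genotypes on HFD and between diets in *Lama4* fl/fl mice. The count was 8 without HFD-fed *Lama4* fl/fl replicate 1 and 222 without HFD-fed *Lama4* fl/fl replicate 2, which are 2 of the 3 mice in that group. None of the 56 genes was called in either comparison over all 24 mice, where 2227 and 1354 genes had an unadjusted *p*-value under 0.05. The overlap in all 24 mice was 1 gene, *Ubqln4*. Both comparisons use the same HFD-fed *Lama4* fl/fl mice, so an overlap arises without any effect: in 50 simulations of 19 mice with no effect in any group, the overlap had a median of 2 genes and a maximum of 6. With the fitted effect of diet but no effect of genotype, the simulations gave a median of 4 genes and a maximum of 12. Each gene was simulated independently, without the variation between mice that many genes share along the first principal component. The simulated counts therefore cannot decide whether an overlap of 56 genes exceeds chance. Among other splits of the paper's HFD-fed mice into groups of the same sizes, 1 gave a larger overlap, of 553 genes, and the next highest was 44.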

A detailed analysis of the direction of expression of these 45 genes showed both HFD-fed *Lama4*^AKO^ mice and chow-fed *Lama4*^fl/fl^ mice to display similar changes in gene expression compared to HFD-fed *Lama4*^fl/fl^ mice, suggesting that adipocyte LAMA4 loss under HFD conditions mimics a transcriptomic phenotype similar to that of chow-fed control animals. 

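All 56 genes shared by both comparisons over the paper's mice changed in opposite directions, so that the libraries labelled *Lama4* AKO on HFD lay on the same side of the HFD-fed *Lama4* fl/fl mice as the chow-fed *Lama4* fl/fl mice did. In all 24 mice, 49 of the 56 had opposite directions. The group used in both comparisons can set the direction of shared genes. In simulations with no effect, all shared genes (100%) were opposite, and with an effect of diet alone 228 of 242 (94.2%). When the HFD-fed mice of the paper were split into groups of the same sizes in the 83 other ways, 729 of 891 shared genes (81.8%) were opposite, and in 99 other splits of all HFD-fed mice 700 of 700. Across all genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of −0.56 in the paper's mice, against a median of −0.64 in simulations with no effect and −0.28 with the effect of diet alone. Each library was also placed on a scale from the mean of the paper's 3 HFD-fed *Lama4* fl/fl mice (0) to the mean of its 5 chow-fed *Lama4* fl/fl mice (1) over the 56 genes. The 6 HFD-fed *Lama4* AKO libraries were at 0.301 to 0.884. The 56 genes were selected in these same mice, with opposite directions in both comparisons, so the selection itself places this group above 0. HFD-fed *Lama4* fl/fl replicates 3, 4 and 6, which the paper left out, were at 0.957, 0.947 and 1.02, and chow-fed *Lama4* fl/fl replicate 3 was at 0.453. A direct comparison of HFD-fed *Lama4* AKO with chow-fed *Lama4* fl/fl mice called 1487 genes in the paper's mice (477 higher and 1010 lower) and 315 in all 24 (75 and 240). The second count was 159 without HFD-fed *Lama4* AKO replicate 5 and 748 without chow-fed *Lama4* fl/fl replicate 3. Its split depended on the tool, although most genes were lower with each. Over all 24 mice limma-voom called 86 higher and 113 lower, DESeq2 158 and 485, and fits of only the 2 groups compared 233 and 357. From the shared direction in HFD-fed *Lama4* AKO and chow-fed *Lama4* fl/fl mice, the paper proposes that loss of LAMA4 from adipocytes on HFD gives a transcriptome resembling that of chow-fed control mice.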

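The 10 genes plotted in Fig. 9 are *2610507B11Rik*, *Atf2*, *Btbd10*, *Fgfr1op2*, *Grcc10*, *Gtf2h1*, *Larp4*, *Mrpl9*, *Pex2* and *Srpr*, and all 10 are among the 56. Between diets in *Lama4* fl/fl mice, 9 were lower on HFD and *Grcc10* was higher, with adjusted *p*-values between 8.25e-05 and 0.000889 from edgeR in the paper's mice. Between genotypes on HFD, the same 9 were higher and *Grcc10* was lower in the libraries labelled *Lama4* AKO, with adjusted *p*-values between 0.0981 and 0.125 from edgeR. *Fgfr1op2* (chromosome 6, 146577203 to 146599198) had a log2 fold change of −1.88 (standard error 0.261) between diets and 1.3 (standard error 0.249) between genotypes. *Grcc10* (chromosome 6, 124739183 to 124741374) had 1.33 (standard error 0.225) and −1.05 (standard error 0.216), and *Larp4* (chromosome 15, 99970065 to 100016358) −1.14 (standard error 0.138) and 0.65 (standard error 0.132). None of the 10 genes was called in either comparison over all 24 mice. Their log2 fold changes between diets then lay between −0.51 and 0.64 (adjusted *p*-values 0.519 to 0.954 from edgeR). Those between genotypes lay between −0.51 and 0.20 (0.380 to 0.993), and *Atf2*, *Fgfr1op2*, *Gtf2h1*, *Mrpl9* and *Srpr* changed direction. Compared directly between HFD-fed *Lama4* AKO and chow-fed *Lama4* fl/fl mice, 1 of the 10 was called in the paper's mice (*Atf2*, −0.61, adjusted p = 0.00174 from edgeR).

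**Figure D4:**
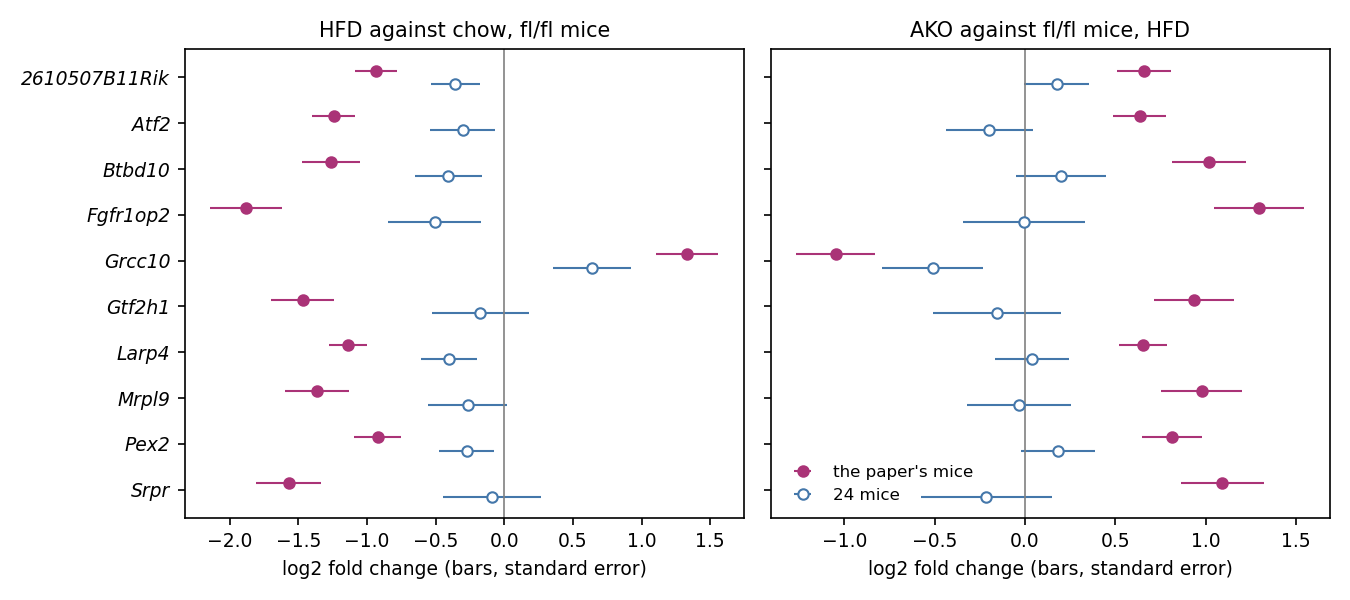
Log2 fold change (x axis) of the 10 genes of Fig. 9 between diets in *Lama4* fl/fl mice (left) and between libraries labelled *Lama4* AKO and *Lama4* fl/fl on HFD (right), from edgeR. Points are estimates with bars of 1 standard error, filled for the paper's mice and open for all 24. In the right panel the filled points run from −1.05 to 1.3 and the open points from −0.51 to 0.20.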

The expression changes of the top 10 genes in this category (selection based on averaged *p*-values across the comparisons) are shown in Figure 9 (expression profiles of all 45 genes shown in Supplementary Figure S4a,b).

We also conducted gene-set enrichment analysis to identify the up- and down-regulation of specific pathways based on the expression changes of their constituent genes. A summary of the pathways significantly altered (FDR ≤ 0.05) in two or more comparisons is shown in Figure 10, and enrichment plots of selected pathways are shown in Figure 11.

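The KEGG and custom gene sets of the paper were not analysed here. In their place, 15 Reactome sets on the same processes were tested with camera, which compares the mean log2 fold change of a set with that of all other genes under a preset correlation between genes of 0.01, and adjusted *p*-values (FDR) were taken over the 15 sets of each comparison. Entrez gene numbers joined 13963 genes to the sets. Beside these, 19 lists of gene symbols were compiled, of which 17 kept enough genes for a test. Not all calls of camera on the Reactome sets hold under fry, which tests a set by itself rather than against other genes and takes the correlation between genes from the mice. Under fry, the sets that passed in the same direction were 3 of 5 between diets in the libraries labelled *Lama4* AKO over the paper's mice and 2 of 4 over all 24, and 0 in each of the other 3 comparisons in both sets of mice.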

When comparing across genotypes, chow-diet feeding produced a significant upregulation in a subset of immune/inflammation pathways (e.g., cytokine-cytokine receptor interaction) and pathways related to sterol biosynthesis (sterol regulatory element-binding transcription factor 1 (SREBF1)- and SREBF2-regulated) in *Lama4*^AKO^ mice compared to *Lama4*^fl/fl^ mice, whereas pathways related to ribosome function and oxidative phosphorylation were significantly downregulated in *Lama4*^AKO^ mice (Figure 11a). In contrast, HFD feeding resulted in a significant downregulation of several immune/inflammatory signaling (e.g., primary immunodeficiency) pathways in *Lama4*^AKO^ compared to *Lama4*^fl/fl^ mice, whereas no pathways were significantly upregulated in *Lama4*^AKO^ mice (Figure 11a).

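On chow, 4 of the 15 sets passed an FDR of 0.05 in both sets of mice. Genes activated by SREBF (23 genes) were higher in the libraries labelled *Lama4* AKO by a mean log2 difference of 0.43 from other genes (FDR 5.29e-07) in the paper's mice and 0.36 (FDR 3.50e-06) in all 24, and cholesterol biosynthesis (22 genes) by 0.34 (FDR 1.88e-05) and 0.23 (FDR 0.00174). Translation elongation (82 genes, largely ribosomal proteins) was lower, at −0.42 (FDR 6.50e-24) and −0.41 (FDR 2.17e-29), and respiratory electron transport (93 genes) at −0.21 (FDR 6.37e-11) and −0.27 (FDR 1.40e-23). Cytokine signaling (196 genes) had a difference of 0.05 (FDR 0.444) and 0.03 (FDR 0.961), and chemokine receptors with their ligands (37 genes) 0.13 (FDR 0.444) and 0.06 (FDR 0.961), so neither passed. The test that moved these results most was fry, under which 0 of the 15 sets passed. Among the symbol lists, 9 of 17 passed in each set of mice. Those of all 24 mice included lipogenesis (17 of 18 genes in the table, 0.51), sterol synthesis (23 of 24, 0.32), endothelial genes (11, 0.29) and basement membrane genes (22 kept of 24, 0.23) as higher, and cytosolic ribosomal proteins (84 kept, −0.41), subunits of oxidative phosphorylation (77, −0.29), mitochondrially encoded mRNAs (8, −0.34), macrophage genes (20, −0.50) and mast cell genes (9, −1.16) as lower. The same 9 lists passed in the paper's mice, in the same directions. As means per mouse, the list of oxidative phosphorylation differed by −0.22 in the paper's mice (exact permutation test, p = 0.135) and −0.29 in all 24 (exact permutation test, p = 0.0368), which adjusts to 0.326 over the lists. With 5 against 5 mice the smallest possible *p*-value is 0.00794, too large for a single list to pass that adjustment.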

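Over the paper's mice, 2 of the 15 sets passed between genotypes on HFD, both lower in the libraries labelled *Lama4* AKO: immunoregulatory interactions of lymphoid cells (51 genes) by −0.44 (FDR 0.000750) and interferon gamma signaling (71 genes) by −0.29 (FDR 0.00436). No set was higher. Over all 24 mice these sets stood at 0.14 (FDR 0.602) and 0.03 (FDR 0.692), and 7 others passed. Translation elongation (0.17, FDR 0.00417), Toll-like receptor cascades (99 genes, 0.17, FDR 0.00417) and MHC class II antigen presentation (75 genes, 0.15, FDR 0.0412) were higher. Genes activated by SREBF (−0.38, FDR 0.00153), respiratory electron transport (−0.11, FDR 0.00153), cholesterol biosynthesis (−0.28, FDR 0.00417) and catabolism of branched-chain amino acids (17 genes, −0.27, FDR 0.00525) were lower. None of the 7 passed in the paper's mice. A symbol list for primary immunodeficiency (29 of 35 genes in the table) was lower by −0.62 (FDR 0.00107) in the paper's mice and stood at 0.16 (FDR 0.738) in all 24. Its mean log2 CPM per mouse was 3.22 ± 0.54 (SD, n = 6) in HFD-fed *Lama4* AKO and 3.83 ± 0.41 (n = 3) in HFD-fed *Lama4* fl/fl mice of the paper (exact permutation test, p = 0.167), and 3.07 ± 0.97 (n = 6) in all HFD-fed *Lama4* fl/fl mice (exact permutation test, p = 0.747).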

When comparing across diets, *Lama4*^fl/fl^ mice showed significant downregulation of a subset of metabolism-related pathways upon HFD feeding compared to chow feeding (branched-chain amino acid metabolism, oxidative phosphorylation, etc.; Figure 11b, top), whereas several immune/inflammatory pathways were upregulated in the HFD-fed group (primary immunodeficiency, etc.). 

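In the paper's mice, 6 of the 15 sets passed between diets in *Lama4* fl/fl mice. Immunoregulatory interactions (0.93, FDR 0.000367), interferon gamma signaling (0.55, FDR 0.00575), cytokine signaling (0.33, FDR 0.0286) and Toll-like receptor cascades (0.26, FDR 0.0286) were higher on HFD, and respiratory electron transport (−0.19, FDR 0.0286) and catabolism of branched-chain amino acids (−0.44, FDR 0.0432) were lower. In all 24 mice 2 sets passed, both lower on HFD: respiratory electron transport (−0.14, FDR 1.86e-06) and translation elongation (−0.14, FDR 0.000443), the second of which was higher in the paper's mice (0.14, FDR 0.151). Catabolism of branched-chain amino acids stood at −0.05 (FDR 0.877) and immunoregulatory interactions at 0.22 (FDR 0.188) in all 24 mice. Symbol lists that passed numbered 10 of 17 in the paper's mice and 6 in all 24. The primary immunodeficiency list was higher on HFD in both, by 1.32 (FDR 0.000496) and 0.37 (FDR 0.0436), and the list of branched-chain amino acid degradation (29 of 30 genes) was lower by −0.45 (FDR 0.00493) in the paper's mice and stood at −0.06 (FDR 0.302) in all 24.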

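Between diets in the libraries labelled *Lama4* AKO, 5 of the 15 sets passed over the paper's mice and 4 of the same 5 over all 24. Genes activated by SREBF were lower on HFD by −0.69 (FDR 0.000216) and −0.62 (FDR 6.51e-05), and cholesterol biosynthesis by −0.53 (FDR 0.00152) and −0.46 (FDR 0.000922). Catabolism of branched-chain amino acids was lower by −0.46 (FDR 0.0184) in the paper's mice and by −0.36 (FDR 0.0505) in all 24. Toll-like receptor cascades were higher by 0.31 (FDR 0.0108) and 0.26 (FDR 0.0139), and translation elongation by 0.51 (FDR 2.04e-07) and 0.45 (FDR 1.11e-07). Respiratory electron transport differed by −0.01 (FDR 0.639) and 0.02 (FDR 0.881), and immunoregulatory interactions by 0.40 in both sets of mice (FDR 0.261 and 0.200). Of the 17 symbol lists 8 passed in each set of mice, among them mast cell genes (4.02 and 3.62), macrophage genes (1.52 and 1.3) and adipocyte genes (16 genes, −1.31 and −1.11). Whether the response of a set to diet differed between genotypes was not tested.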

A similar pattern of pathway changes was also observed in *Lama4*^AKO^ mice with downregulation of metabolism-related and upregulation of immuno-inflammatory signaling pathways upon HFD feeding (Figure 11b, bottom).

## 4. Discussion

Laminin α4 (LAMA4) is the primary alpha subunit found in the laminins comprising the basement membranes of human and mouse adipocytes. Possible roles for LAMA4 in metabolism have been uncovered by extensive profiling of the whole-body LAMA4 knockout mouse, with *Lama4^−^*^/−^ mice having lower adiposity, higher energy expenditure, and greater insulin sensitivity than their wild-type counterparts [4,11,12]. However, the LAMA4 subunit is important in cardiovascular health, and cardiovascular defects reported in *Lama4^−/−^* mice [9,10] may confound the interpretation of metabolic outcomes. In this study, we tested the hypothesis that deletion of LAMA4 specifically in mature adipocytes would affect adipose tissue in a manner that contrasted with that of whole-body LAMA4 deletion. This work resulted in several key findings: (1) laminin α4 is highly expressed in mouse and human adipocytes; (2) in the diet-induced obese condition, the *Lama4*^AKO^ mouse remains slightly more glucose tolerant despite being significantly fatter; 3) transcriptionally, eWAT from the HFD-fed *Lama4*^AKO^ mouse resembles that of the chow-fed *Lama4*^fl/fl^ mouse, suggesting a protective effect of adipocyte LAMA4 deletion.

Under normal physiological conditions (chow-diet feeding), body weight and body composition do not differ between *Lama4*^fl/fl^ and *Lama4*^AKO^ mice, though eWAT adipocyte size is significantly increased in *Lama4*^AKO^ mice. These findings directly contrast with the significant decreases in body weights and eWAT masses reported in *Lama4^−/−^* mice [12] and may be partly explained by the potential vascular effects of the whole-body knockout. Adipose tissue development and expansion require a functional vascular network that can also expand to maintain adequate blood flow [24,25,26]. Indeed, eWAT develops postnatally, with vascular expansion preceding adipocyte formation [26], so defective microvessel expansion would certainly affect this process. Interestingly, both *Lama4^−/−^* and *Lama4*^AKO^ mice had larger eWAT adipocytes, suggesting that one of the adipocyte-autonomous effects of LAMA4 loss is an increase in cell size.

In terms of transcriptomic analyses of eWAT, few genes were significantly regulated between chow-fed *Lama4*^fl/fl^ and *Lama4*^AKO^ mice. 

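*Col15a1* (ENSMUSG00000028339) lies on chromosome 4 from 47208161 to 47313167, and *Plxnd1* (ENSMUSG00000030123) on chromosome 6 from 115954811 to 115995005. In chow-fed eWAT of the paper's mice, *Col15a1* was at 8.46 ± 0.15 log2 CPM (SD, n = 5) in the libraries labelled *Lama4* AKO and 8.08 ± 0.07 (n = 5) in those labelled *Lama4* fl/fl, a log2 fold change of 0.38 (standard error 0.110, adjusted p = 0.445 from edgeR). In all 24 mice the values were 8.45 ± 0.14 (n = 6) and 8.17 ± 0.21 (n = 6), a log2 fold change of 0.27 (standard error 0.129, adjusted p = 0.849 from edgeR). *Col15a1* did not pass the 3 criteria in either set of mice. *Plxnd1* passed them in both, with 5.73 ± 0.35 (n = 5) against 4.94 ± 0.33 (n = 5) in the paper's mice (log2 fold change 0.80, standard error 0.169, adjusted p = 0.259 from edgeR) and 5.69 ± 0.34 (n = 6) against 4.95 ± 0.30 (n = 6) in all 24 (0.74, standard error 0.146, adjusted p = 0.278 from edgeR). On HFD, *Plxnd1* was not called, at −0.35 in the paper's mice (adjusted p = 0.514 from edgeR) and −0.34 in all 24 (0.309). The difference between the diets had an adjusted p of 0.115 in the paper's mice and 0.123 in all 24 from edgeR (log2 fold change −1.15 and −1.08).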

Notably, at the gene level, *Col15a1* and *Plxnd1* were upregulated in *Lama4*^AKO^ mice. Collagen XV is associated with many basement membranes [5,6], while plexin D1 can physically associate with LAMA4 [27] and has a regulatory role in visceral adipose tissue lipid storage [28,29,30]. At the pathway level, oxidative phosphorylation and ribosomal pathways were downregulated in *Lama4*^AKO^ mice, while cytokine-receptor and sterol pathways were upregulated. When taken together, these data suggest that adipocyte LAMA4 loss results in changes in eWAT adipocyte membrane composition that are permissive to an increase in cell size and downregulation of lipid metabolism, leading to increased lipid storage.

The most striking findings came from our analysis of *Lama4*^fl/fl^ and *Lama4*^AKO^ mice challenged with an obesogenic stimulus (in this case, HFD feeding). Though body weight did not differ between HFD-fed *Lama4*^fl/fl^ and *Lama4*^AKO^ mice, the *Lama4*^AKO^ mice had significantly more adipose tissue and significantly less lean mass. Unlike our observations in chow-fed *Lama4*^AKO^ mice, eWAT adipocyte area was unchanged in HFD-fed *Lama4*^AKO^ mice. However, total adiposity and iWAT adipocyte area were increased and accompanied by apparent preservation of glucose tolerance and no change in leptin levels. These findings are again in contrast to those from *Lama4^−/−^* mice, as the adipocyte-specific knockouts are resistant to HFD-induced weight gain. Further, HFD-fed *Lama4^−/−^* mice exhibit iWAT beiging and increased energy expenditure but no changes in BAT morphology or gene expression [4]. Like *Lama4^−/−^* mice, our HFD-fed *Lama4*^AKO^ mice have no changes in BAT gene expression. As noted above, the expansion of adipose tissue, whether developmentally or in response to dietary cues, requires an intact and functional vascular system and the documented impairment in *Lama4*-null vessels may be a factor in the differences between our model and the *Lama4^−/−^* mouse. Further, our transcriptomic analyses revealed significant similarities between eWAT from HFD-fed *Lama4*^AKO^ and chow-fed *Lama4*^fl/fl^ mice, suggesting an overall protective function of adipocyte LAMA4 loss in response to an obesogenic challenge.

There are several limitations to this study that should be considered. First, we did not perform detailed metabolic phenotypic analyses of our *Lama4*^fl/fl^ and *Lama4*^AKO^ mice. Thus, we are unable to determine whether HFD-fed *Lama4*^AKO^ mice have more adipose tissue in response to a decrease in energy expenditure or activity, or due to an increase in food intake or both. Given the morphological changes in both white and brown fat depots in our knockouts, it will be critical to assess metabolic phenotype in future studies. The small group sizes in our HFD study also limit the conclusions we can draw from these analyses. Moreover, though our transcriptomic and microscopic analyses revealed a decreased inflammatory burden in the eWAT of HFD-fed *Lama4*^AKO^ mice, we did not determine which immune cell populations are affected. Indeed, deletion of LAMA4 in fibroblastic reticular cells of the lymph node affects Treg and dendritic cell populations [31], so it will be important in the future to examine how immune cell populations are regulated by adipocyte LAMA4 deletion. 

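Lists of marker genes give a view of cell types in the eWAT libraries of HFD-fed mice. Each list is reported as its mean log2 CPM per mouse. The macrophage list (20 genes) was at 9.25 ± 0.24 (SD, n = 6) in the libraries labelled *Lama4* AKO and 9.32 ± 0.20 (n = 3) in the *Lama4* fl/fl mice of the paper (exact permutation test, p = 0.738). With all 6 HFD-fed *Lama4* fl/fl mice, that group was at 8.56 ± 0.99 (n = 6), below the libraries labelled *Lama4* AKO (exact permutation test, p = 0.147). T cell genes (15) were at 1.56 ± 0.97 (n = 6) in the libraries labelled *Lama4* AKO, against 2.55 ± 0.33 (n = 3) in the paper's *Lama4* fl/fl mice (exact permutation test, p = 0.143) and 1.29 ± 1.53 (n = 6) in all *Lama4* fl/fl mice (exact permutation test, p = 0.706). The list of B and plasma cells (14 genes) stood at 3.45 ± 1.44 (n = 6), against 4.52 ± 0.95 (n = 3; exact permutation test, p = 0.298) and 3.50 ± 1.46 (n = 6; exact permutation test, p = 0.961). Mast cell genes (9) were at 5.71 ± 0.54 (n = 6), against 5.93 ± 0.48 (n = 3; exact permutation test, p = 0.595) and 4.28 ± 2.16 (n = 6; exact permutation test, p = 0.199). Adipocyte genes (16) were at 8.40 ± 0.47 (n = 6), against 8.39 ± 0.29 (n = 3; exact permutation test, p = 1) and 9.18 ± 0.99 (n = 6; exact permutation test, p = 0.119). In all 24 mice no list passed after adjustment over the 17 lists, where the lowest adjusted value was 0.357. With 6 against 3 mice the smallest possible *p*-value, 0.0119, is too large for a single list to pass that adjustment, so the test per mouse cannot exclude a difference in the paper's mice. In the test across genes, camera, which takes genes rather than mice as the unit, called the T cell list (−1.01, FDR 0.00167) and the B and plasma cell list (−1.09, FDR 0.00167) lower in the paper's mice, and in all 24 mice it called the macrophage (0.70, FDR 0.00176) and mast cell lists (1.44, FDR 0.00176) higher and the adipocyte list (−0.78, FDR 6.75e-05) lower.

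**Figure D5:**
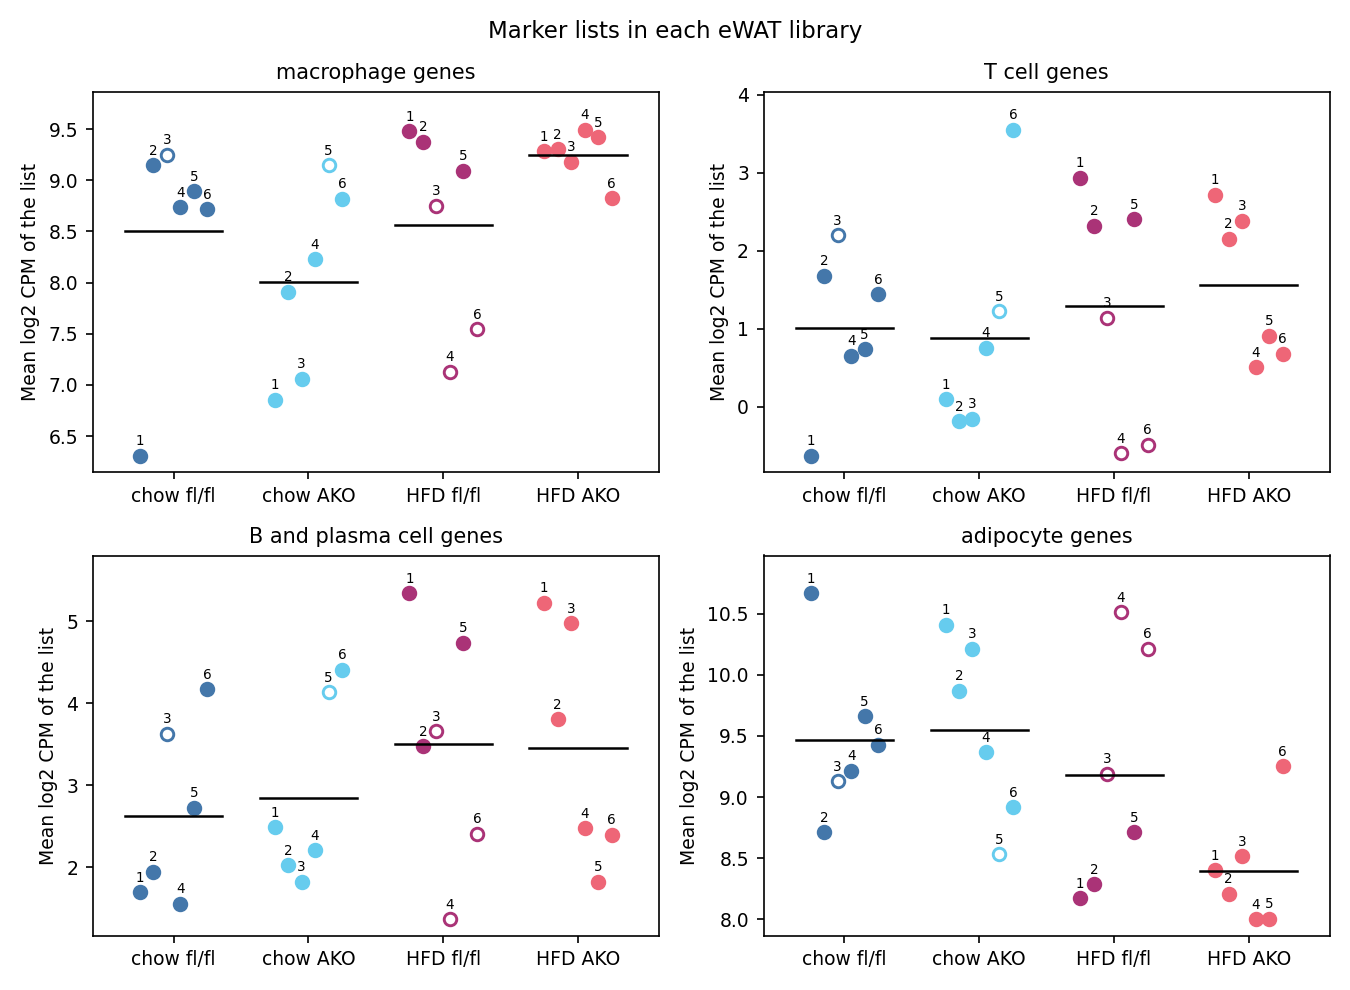
Mean log2 CPM of the macrophage, T cell, B and plasma cell and adipocyte lists in each eWAT library, by diet and genotype label. Filled circles are the paper's mice, open circles the mice it left out, digits the replicate numbers and bars the means of 6 libraries. In the macrophage panel the mean of HFD-fed libraries is 9.25 for *Lama4* AKO and 8.56 for *Lama4* fl/fl.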

Lastly, we performed our initial analyses on male mice only at a single age. Given the known sex-based and age-related differences in adipose tissue function and immune cell populations, it will be important to examine both sexes at various ages in future studies.

Our findings, in combination with those from the *Lama4^−/−^* mouse, reveal a significant role for LAMA4 in adipose tissue physiology while also highlighting the need for more detailed mechanistic studies. Future studies will focus on the mechanisms surrounding how adipocyte laminins may influence intracellular signaling cascades, immune cell activity, lipid storage, and overall metabolic health. Additional studies will examine how other adipocyte basement membrane components interact with laminins to exert these effects.

## Figures and Tables

**Figure 1:**
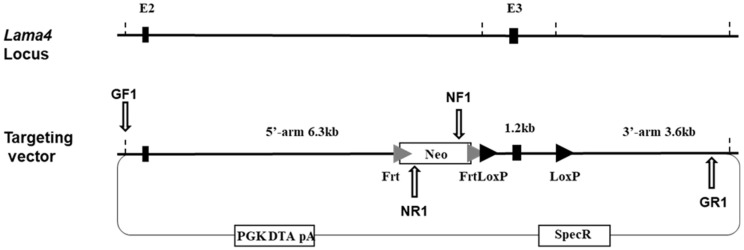
Genetic strategy and targeting vector for generation of *Lama4* loxP/loxP mice. White arrows indicate sites of primers used to determine correct homologous recombination in embryonic stem cell clones surviving positive/negative selection (GF & GR = genomic forward and reverse, respectively; NF and NR = Neo forward and reverse, respectively). Primer sequences appear in Appendix A.

**Figure 2:**
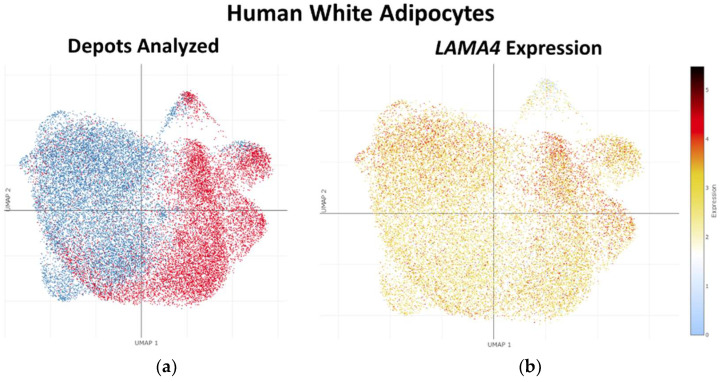

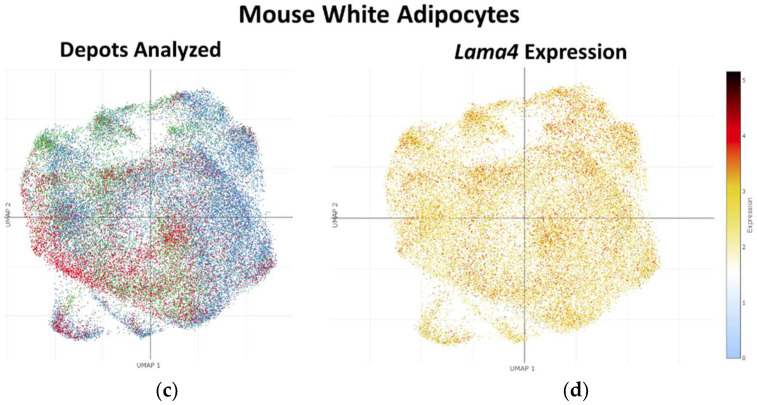
Laminin α4 is highly expressed in human and mouse adipocytes. (**a**) Uniform manifold approximation and projection (UMAP) embedding coordinates from single nucleus RNA-sequencing data for adipocytes from human WAT, red = omental depot (11,475 nuclei depicted) and blue = subcutaneous depot (14,396 nuclei depicted). (**b**) *LAMA4* expression overlaid on the UMAP coordinates from (**a**). (**c**) UMAP embedding coordinates for adipocytes from mouse WAT, red = epididymal depot (7620 nuclei depicted), blue = inguinal depot (21,921 nuclei depicted), and green = periovarian depot (10,393 nuclei depicted). (**d**) *LAMA4* expression overlaid on the UMAP coordinates from (**c**). Data used are from [13].

**Figure 3:**
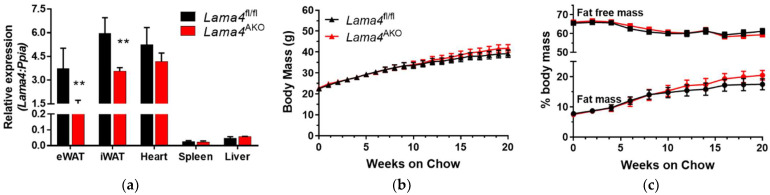

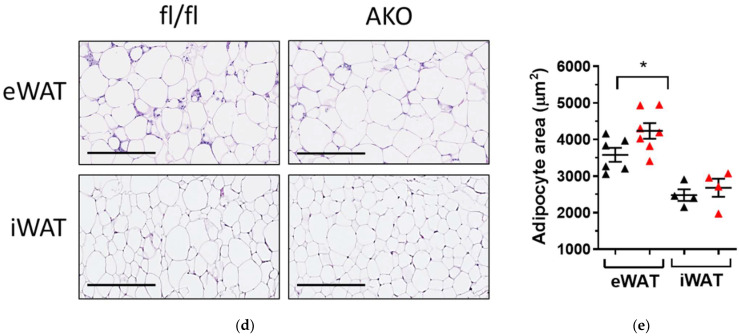
Mice with adipocyte-specific LAMA4 deletion exhibit increased eWAT adipocyte area when maintained on a chow diet. Male *Lama4*^fl/fl^ (fl/fl) and *Lama4*^AKO^ (AKO) mice were provided a chow diet from weaning until 24 weeks of age; body weight was measured weekly and body composition was measured via NMR every other week. (**a**) Knockdown of *Lama4* was confirmed in eWAT and iWAT; heart is shown as a positive control (*n* = 3–4 per genotype). Black bars represent *Lama4*^fl/fl^ mice and red bars represent *Lama4*^AKO^ mice. (**b**) There were no differences in body weight between *Lama4*^fl/fl^ (black) and *Lama4*^AKO^ mice (red) (*n* = 16–18 per genotype). (**c**) Adiposity did not differ between *Lama4*^fl/fl^ (black) and *Lama4*^AKO^ mice (red) (*n* = 16–18 per genotype). (**d**) Representative images of H&E-stained eWAT and iWAT (*n* = 4–6 per group). (**e**) Adipocyte area is significantly increased in eWAT, but not in iWAT, of chow-fed *Lama4*^AKO^ mice (*n* = 4–7 per genotype per tissue). Black triangles represent *Lama4*^fl/fl^ mice and red triangles represent *Lama4*^AKO^ mice. * *p* < 0.05 and ** *p* < 0.01 between genotypes. Scale bars = 250 μm.

**Figure 4:**
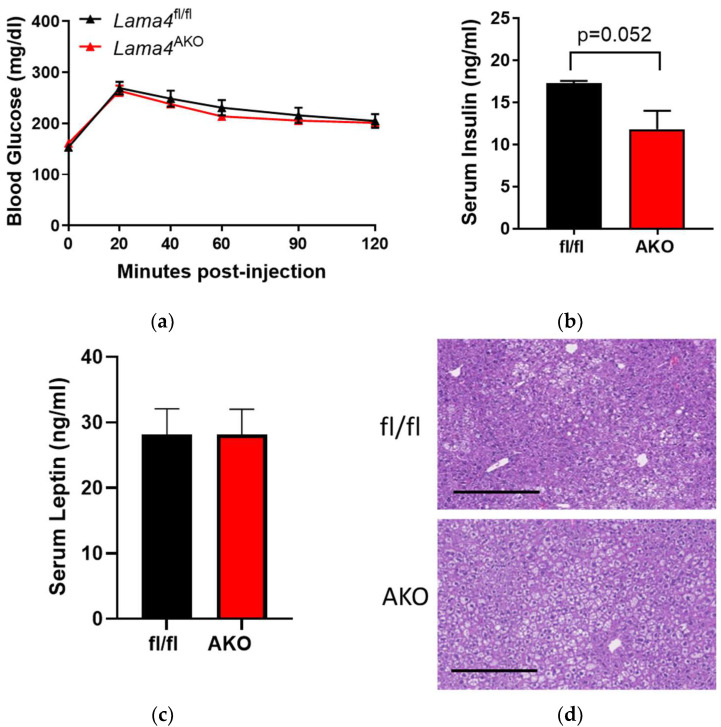
Glucose tolerance is unchanged and postprandial insulin levels are decreased in chow-fed mice with adipocyte-specific LAMA4 deletion. Male *Lama4*^fl/fl^ and *Lama4*^AKO^ mice were provided a chow diet from weaning until 24 weeks of age. (**a**) Intraperitoneal glucose tolerance tests were performed after 18 weeks on diet (*n* = 15–16 mice per genotype after a 4-h fast). Serum (**b**) insulin levels and (**c**) leptin levels in fed mice (*n* = 6 per genotype) were measured by ELISA. (**d**) Representative images of H&E-stained liver sections (*n* = 5–7 per group), demonstrate no differences in hepatic lipid accumulation. Scale bars = 250 μm.

**Figure 5:**
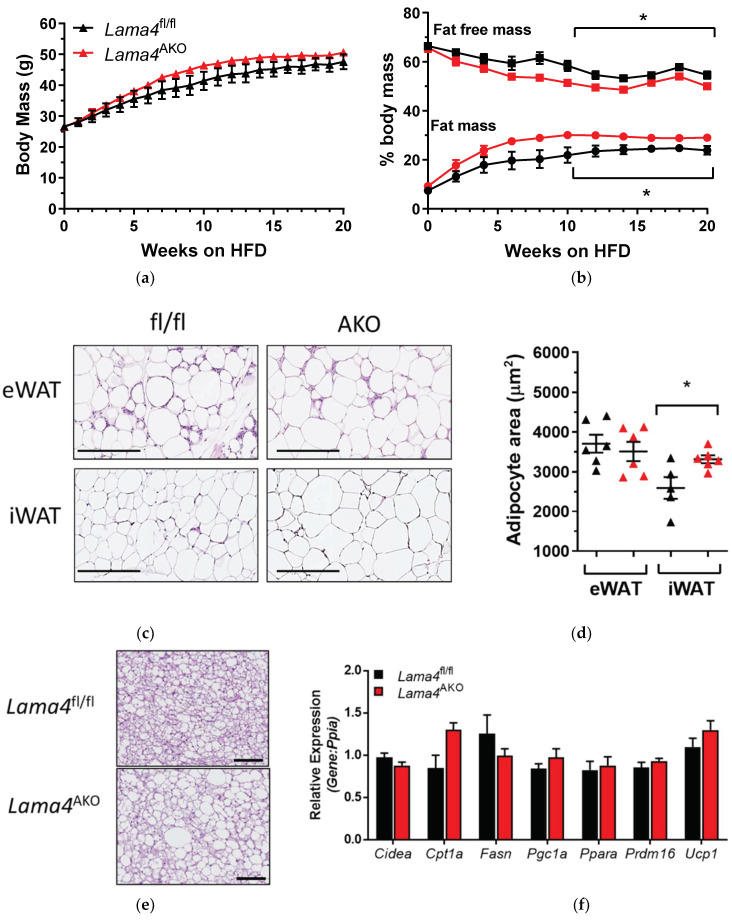
Mice with adipocyte-specific LAMA4 deletion have greater adiposity than control mice when challenged with HFD. Male *Lama4*^fl/fl^ (fl/fl) and *Lama4*^AKO^ (AKO) mice were provided HFD from 6–26 weeks of age; body weight was measured weekly and body composition was measured via NMR every other week. (**a**) There are no differences in body weight between *Lama4*^fl/fl^ (black) and *Lama4*^AKO^ mice (red) (*n* = 16–18 per genotype). (**b**) Adiposity is significantly greater and lean mass is significantly lower (*n* = 16–18 per genotype) in HFD-fed *Lama4*^AKO^ mice (red) when compared to floxed controls (black). (**c**) Representative images of H&E-stained eWAT and iWAT (*n* = 4–7 per genotype). (**d**) Adipocyte area is increased in iWAT, but not in eWAT, of HFD-fed *Lama4*^AKO^ mice (*n* = 4–7 per genotype). Black triangles represent *Lama4*^fl/fl^ mice and red triangles represent *Lama4*^AKO^ mice. (**e**) Larger lipid droplets are present in the BAT of HFD-fed *Lama4*^AKO^ mice (*n* = 4–6 per group), but these morphological changes do not translate to altered BAT gene expression (**f**). * *p* < 0.05 between genotypes. Scale bars = 250 μm.

**Figure 6:**
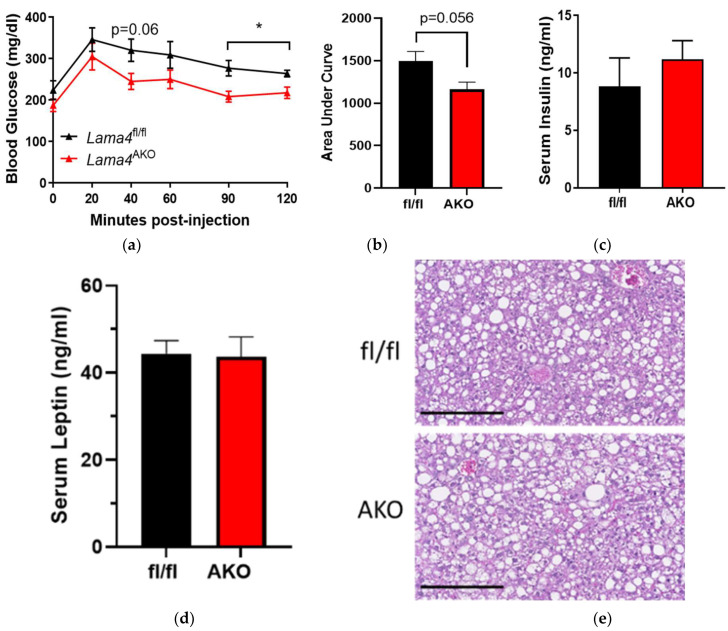
Glucose tolerance is improved, and postprandial insulin levels are unchanged in HFD-fed mice with adipocyte-specific LAMA4 deletion. Male *Lama4*^fl/fl^ and *Lama4*^AKO^ mice were provided HFD from 6–26 weeks of age. (**a**) Intraperitoneal glucose tolerance tests were performed after 18 weeks on diet (*n* = 15–16 mice per genotype after a 4-h fast). (**b**) The area under curve calculated from (**a**). (**c**) Insulin levels and (**d**) leptin levels in serum from fed mice (*n* = 6 per genotype) were measured by ELISA. (**e**) Representative images of H&E-stained liver sections (*n* = 5–7 per group). * *p* < 0.05 between genotypes. Scale bars = 250 μm.

**Figure 7:**
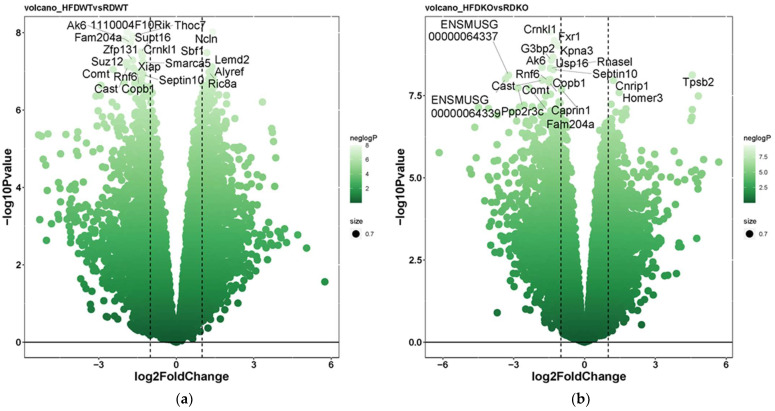

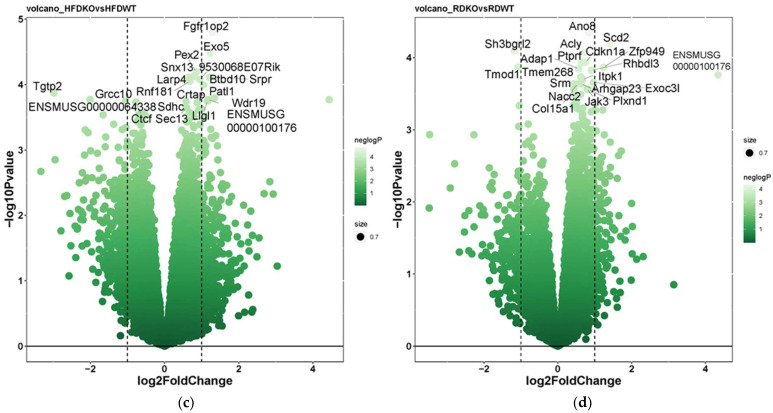
Volcano plots depicting differential eWAT expression patterns across diet (chow or HFD) or genotype (*Lama4*^fl/fl^ mice or *Lama4*^AKO^) comparisons. (**a**) High-fat vs. chow diet comparison in *Lama4*^fl/fl^ mice; (**b**) High-fat vs. chow diet comparison in *Lama4*^AKO^ mice; (**c**) *Lama4*^fl/fl^ mice vs. *Lama4*^AKO^ mice on a high-fat diet; (**d**) *Lama4*^fl/fl^ mice vs. *Lama4*^AKO^ mice on chow diet. RD = chow diet, HFD = high-fat diet, WT = *Lama4*^fl/fl^ and KO = *Lama4*^AKO^. The top 20 differentially expressed genes are annotated in each volcano plot, with full gene names appearing in Appendix B. Dashed lines represent the significance cutoffs for identifying genes as significantly regulated.

**Figure 8:**
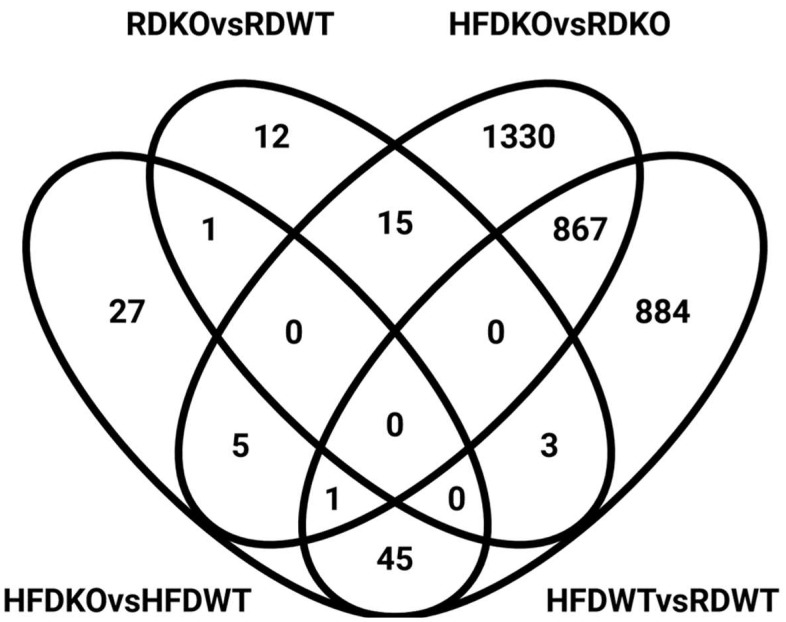
Venn diagram depicting the overlap among differentially expressed genes from each diet (chow or HFD) or genotype (*Lama4*^fl/fl^ mice or *Lama4*^AKO^) comparison. RD = chow diet, HFD = high-fat diet, WT = *Lama4*^fl/fl^ and KO = *Lama4*^AKO^.

**Figure 9:**
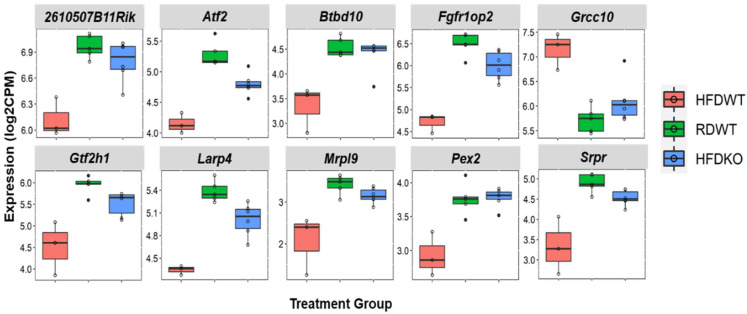
Boxplots of top ten genes differentially expressed in common between HFD-fed *Lama4*^fl/fl^ and *Lama4*^AKO^ mice, as well as between HFD and chow-fed *Lama4*^fl/fl^ mice. log2CPM = log 2 counts per million, RD = chow diet, HFD = high-fat diet, WT = *Lama4*^fl/fl^ and KO = *Lama4*^AKO^. *Atf2* = activating transcription factor 2, *Btbd10* = BTB domain containing 10, *Fgfr1op2* = FGFR1 oncogene partner 2, *Grcc10* = gene-rich cluster, C10 gene, *Gtf2h1* = general transcription factor IIH subunit 1, *Larp4* = La ribonucleoprotein 4, *Mrpl9* = mitochondrial ribosomal protein L9, *Pex2* = peroxisomal biogenesis factor 2, *Srpr* = signal recognition particle receptor subunit alpha.

**Figure 10:**
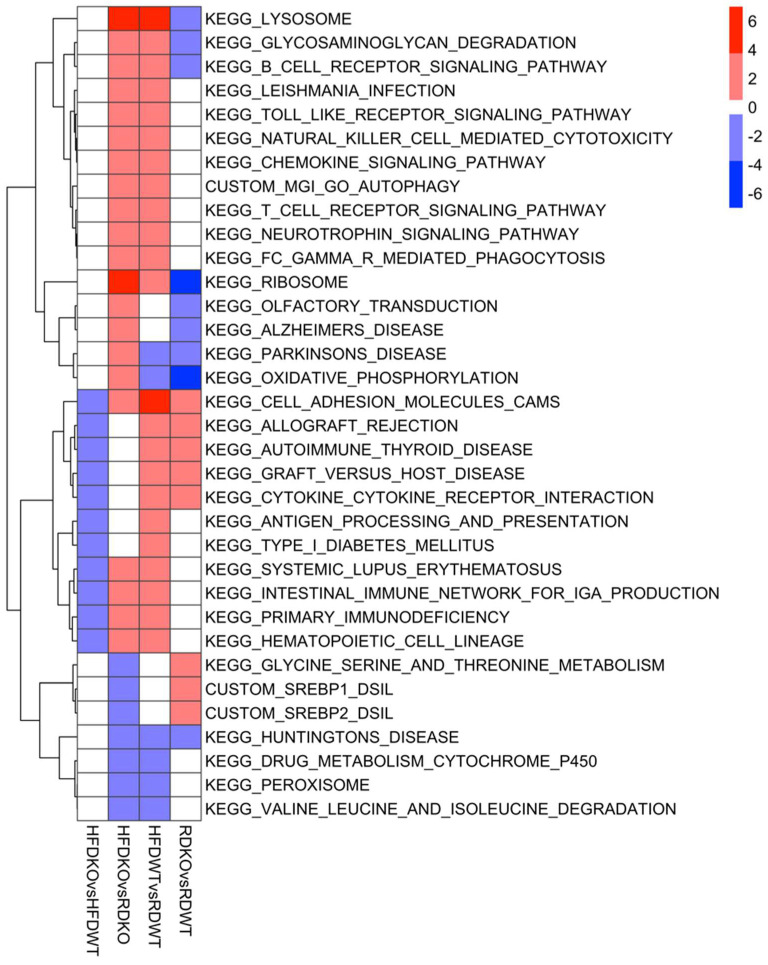
Heatmap summarizing significantly up—(red) or down—(blue) regulated as determined by GSEA (FDR ≤ 0.05). Pathways showing significant regulation (FDR ≤ 0.05) in two or more diet or genotype comparisons are shown. RD = chow diet, HFD = high-fat diet, WT = *Lama4*^fl/fl^ (control) mice, KO = *Lama4*^AKO^ mice. For the HFDKO vs. HFDWT column, pathway directionality reported is for the HFDWT group (i.e., red = upregulated in HFDWT vs. HFDKO). For the HFDKO vs. RDKO column, directionality is reported for the RDKO group. For the HFDWT vs. RDWT and RDKO vs. RDWT columns, directionality is reported for the RDWT group.

**Figure 11:**
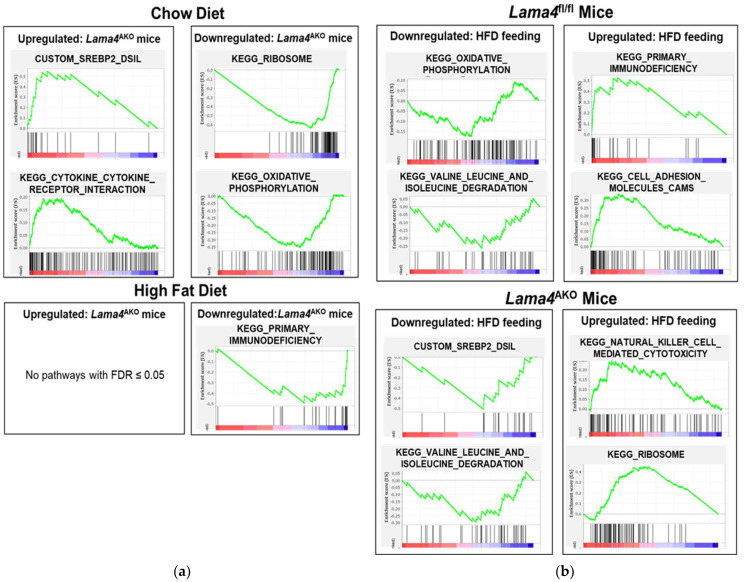
Enrichment plots of selected pathways significantly up-or down-regulated (FDR ≤ 0.05) in two or more diet or genotype comparisons as determined by GSEA and summarized in Figure 10. (**a**) Genotype comparisons revealed that sterol and immune pathways were upregulated, while ribosomal and oxidative phosphorylation pathways were downregulated, in chow-fed *Lama4*^AKO^ mice when compared to chow-fed controls. Conversely, no pathways were upregulated, while immune pathways were downregulated in HFD-fed *Lama4*^AKO^ mice when compared to controls. (**b**) Diet comparisons revealed significant downregulation of metabolism-related pathways and upregulation of inflammatory pathways upon HFD feeding compared to chow feeding in *Lama4*^fl/fl^ mice. A similar pattern of pathway changes was also observed in *Lama4*^AKO^ mice with HFD feeding.

## Data Availability

Raw and processed RNA-Seq data are deposited in the GEO database (accession number GEO: GSE179138).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10092077/s1, Figure S1: Principal Components Analysis used to identify outliers. Figure S2: *LAMA4* expression in human white adipose tissue cells; Figure S3: *Lama4* expression in mouse white adipose tissue cells; Figure S4a,b: Boxplots of top genes differentially expressed in common between HFD-fed *Lama4*^fl/fl^ and *Lama4*^AKO^ mice as well as between HFD and chow-fed *Lama4*^fl/fl^ mice; Table S1: Functions of genes reported as differentially expressed in Figure 8, Figure 9 and Figure S4a,b.

## Appendix A

### Primers Used to Validate Recombination

For verifying recombination in ES cells, primers upstream of the 5′ recombination arm and downstream of the 3′ recombination arm were each paired with an appropriate primer located within the Neo portion of the vector. Approximate primer locations are labeled in Figure 1 of the main text.

5′ arm recombinant pair: GF1 5′-CTCATTAACTTCCTTACTAGGACCTAAGC-3′,

NR1 5′-CTTGGCTGGACGTAAACTCCTCTTCAGA-3′.

Product size = 6.3 kb

3′arm recombinant pair: NF1 5′-GCTCTATGGCTTCTGAGGCGGAAAGAA-3′,

GR1 5′-AAGCTCAAAGAGGAAGCGTCTG-3′.

Product size = 5 kb

## Appendix B

### Top Differentially Expressed eWAT Genes across Diet or Genotype Comparisons

Full gene names for the top 20 genes expressed in each comparison depicted in Figure 7 appear in alphabetical order, below. Names for genes appearing in more than one comparison are listed where they first appear.

Figure 7a: *Ak6* = adenylate kinase 6, *Alyref* = Aly/REF export factor, *Cast* = calpastatin, *Copb1* = COPI coat complex subunit beta 1, *Comt* = catechol-O-methyltransferase, *Crnkl1* = crooked neck pre-mRNA splicing factor 1, *Fam204a* = family with sequence similarity 204 member A, *Lemd2* = LEM domain nuclear envelope protein 2, *Ncln* = nicalin, *Ric8a* = RIC8 guanine nucleotide exchange factor A, *Rnf6* = ring finger protein 6, *Sbf1* = SET binding factor 1, *Septin10* = Septin 10, *Smarca5* = SWI/SNF-related matrix-associated actin-dependent regulator of chromatin subfamily A member 5, *Supt6* = SPT6, histone chaperone and transcription elongation factor, *Suz12* = SUZ12 polycomb repressive complex 2 subunit, *Thoc7* = THO complex subunit 7, *Xiap* = X-linked inhibitor of apoptosis protein, *Zfp131* = zinc finger protein 131.

Figure 7b: *Caprin1* = cytoplasmic activation/proliferation-associated protein-1, *Cnrip1* = cannabinoid receptor interacting protein 1, *Fxr1* = fragile X mental retardation syndrome-related protein 1, *G3bp2* = G3BP stress granule assembly factor 2, *Homer3* = homer scaffold protein 3, *Kpna3* = karyopherin subunit alpha 3, *Ppp2r3c* = protein phosphatase 2 regulatory subunit B″ gamma, *Rnasel* = ribonuclease L, *Tpsb2* = tryptase beta 2, *Usp16* = ubiquitin specific peptidase 16.

Figure 7c: *Btbd10* = BTB domain containing 10, *Crtap* = cartilage associated protein, *Ctcf* = CCCTC-binding factor, *Exo5* = exonuclease 5, *Fgfr1op2* = fibroblast growth factor receptor 1 oncogene partner 2, *Grcc10* = gene rich cluster, C10 gene, *Larp4* = La ribonucleoprotein 4, *Llgl1* = LLGL scribble cell polarity complex component 1, *Patl1* = PAT1 homolog 1, processing body mRNA decay factor, *Pex2* = peroxisomal biogenesis factor 2, *Rnf181* = ring finger protein 181, *Sdhc* = succinate dehydrogenase complex subunit C, *Sec13* = SEC13 homolog, nuclear pore and COPII coat complex component, *Snx13* = sorting nexin 13, *Srpr* = signal recognition particle receptor subunit alpha, *Tgtp2* = T cell specific GTPase 2, *Wdr19* = WD repeat domain 19.

Figure 7d: *Adap1* = Arf-GAP with dual PH domain-containing protein 1, *Ano8* = anoctamin 8, *Arhgap23* = Rho GTPase activating protein 23, *Cdkn1a* = cyclin-dependent kinase inhibitor 1a, *Col15a1* = collagen alpha-1(XV) chain, *Exoc3l* = exocyst complex component 3-like, *Itpk1* = inositol tetrakisphosphate 1-kinase 1, *Jak3* = janus kinase 3, *Nacc2* = nucleus accumbens-associated protein 2, *Plxnd1* = plexin D1, *Ptprf* = receptor-type tyrosine-protein phosphatase F, *Rhbdl3* = rhomboid-like 3, *Scd2* = stearoyl-CoA desaturase 2, *Scly* = selenocysteine lyase, *Sh3bgrl2* = SH3 domain binding glutamic acid-rich protein like 2, *Srm* = spermidine synthase, *Tmem268* = transmembrane protein 268, *Tmod1* = tropomodulin 1, *Zfp949* = zinc finger protein 949.

How the deposited data were processed for this re-analysis (not part of the article)

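Bulk RNA from the eWAT of 24 male mice was measured by QuantSeq 3′ sequencing, 6 mice in each of 4 groups: chow-fed *Lama4* fl/fl, chow-fed *Lama4* AKO, HFD-fed *Lama4* fl/fl and HFD-fed *Lama4* AKO. The authors aligned and counted the reads with the Lexogen QuantSeq pipeline on Bluebee and deposited a table of raw counts per gene and library, without normalization. A second deposited table holds the same counts as a normalized signal, each library's counts divided by 1 size factor, which gives back the counts when multiplied by that factor. It was used for gene symbols and coordinates only. Both tables hold 16730 genes, and every gene in them has a total of at least 72 counts. Coordinates are those of GRCm38: of 14067 genes with a position in the deposited table, 13948 have the position of release 21 of the GENCODE mouse annotation, which holds 16683 of the 16730 genes. Library totals lie between 5579590 and 18764500 counts, and between 16201 and 16674 genes had a count in a library. A count of 0 in a library allows up to 3 counts of its total, and this limit covers counting error only.

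Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 1 CPM in at least 3 mice were kept, counts were scaled with TMM factors, and a quasi-likelihood model with 1 coefficient per group was fitted to all libraries at once. The comparisons were HFD against chow within each genotype, *Lama4* AKO against *Lama4* fl/fl within each diet, HFD-fed *Lama4* AKO against chow-fed *Lama4* fl/fl, and the interaction of diet and genotype. A gene was called at an absolute fold change of at least 1.5, a nominal p-value of at most 0.001 and a mean of at least 2 CPM in the higher group, the criteria of the paper's methods. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested. These models and criteria were fixed before the data were examined, with all 24 mice as the main set and the mice used by the paper as an alternative. Those 19 mice were inferred by matching the points of Fig. 9 to the libraries, and by the number of genes left by the expression filter. Supplementary Figure S1 was not analysed here. A match to the paper's own number of genes depends on that number, so the filter is no independent check for the chow-fed *Lama4* AKO mice.

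Genes named in the text are every gene the paper names for the RNA-Seq of eWAT (in its text, the labels of Fig. 7, Appendix B and Fig. 9), the 5 genes with the lowest p-value among those called in each of the 4 comparisons of diet or genotype and in the interaction, *Lama4*, and basement membrane genes. Genes outside this rule are said to be so where they are named. Single values were compared between groups with two-sided exact permutation tests, and relations across the 24 libraries within groups with 1e+05 permutations. Gene sets were 15 Reactome sets shipped with fgsea 1.28.0, tested with camera and fry of limma 3.58.1 on log2 CPM, and 19 lists of gene symbols.

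The alternatives were the paper's mice, limma-voom, limma-voom on the paper's mice, DESeq2 1.42.0, RLE size factors, no filter on low counts, the filter of filterByExpr, fits of only the 2 groups compared, the replicate number as a block, voom with sample quality weights, adjusted p-values of at most 0.05, a fold change of at least 2, no fold change criterion, a group mean of at least 2 on the log2 CPM scale, each mouse left out in turn, and for gene sets also fry, a preranked enrichment with 10000 permutations and the symbol lists. Alternatives chosen after seeing the data were, on the paper's mice, each mouse left out in turn, limma-voom with a group mean of at least 2 on the log2 scale, adjusted p-values, fry, the preranked enrichment with limma-voom, the symbol lists, and the filter on CPM without TMM factors. Counts were simulated from the libraries with 200 genes, none of them lowly expressed, changed by 2 on the log2 scale. Every gene had the same dispersion and was drawn independently. For these counts edgeR, limma-voom and DESeq2 each called all 200 with the right sign. In an unchanged comparison they called 10, 8 and 21 of 14611 genes with all 24 mice and 13, 15 and 26 of 14469 with the paper's mice. The recovery of such large changes does not measure the power for smaller ones, or with variation between mice shared by many genes. Pairs of libraries within groups were checked for duplicates: the 60 pairs had correlations of 0.838 to 0.979 and differed by far more than counting error, with chi-square values of at least 5.72 per degree of freedom. Splits of the mice into other groups were drawn 100 at a time where more were possible. The KEGG and custom gene sets and the supplementary figures and table of the paper were not analysed here.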

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

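The tests of a few genes taking most of the counts, of macrophage content and of groups exchanged in the labels were chosen only after the results they concern were seen. A library is given here where its gap to the nearest other library of its group, as a share of the group's range, is one that happens by chance in about 1 of 20 groups (Dixon's test). Of 160 groups tested 16 did so, where 8 come by chance.

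Of these 16, 2 concern the depth. HFD-fed *Lama4* AKO replicate 5 has the lowest total of its group, 9156490 counts, and chow-fed *Lama4* AKO replicate 5 the fewest genes with a count in its group, 16201. That library has the lowest total of all 24, 5579590. The total count does not follow the first principal component within groups (r = −0.010, rho = 0.086, permutation test, p = 0.964, adjusted p = 0.964; r = −0.227 without the 2 libraries farthest out). When the counts of all libraries were thinned to the lowest total, 66.8% of the 1750 genes called between diets in *Lama4* fl/fl mice of the paper were still called, so that depth leaves most of the calls in place. No biological explanation for the totals was tested.

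Along the first principal component, HFD-fed *Lama4* AKO replicate 6 lies at −0.457, apart from the other 5 libraries of its group. The same library has the highest value of its group for the list of branched-chain amino acid degradation (5.6 mean log2 CPM) and for *Lama4* (6.53 log2 CPM). Chow-fed *Lama4* fl/fl replicate 1, which lies lowest on the component at −99.9, stands apart with the lowest macrophage list (6.31) and the lowest list of cytosolic ribosomal proteins (7.56) of its group, the highest lipogenesis list (6.76) and the lowest *Plxnd1* (4.37). Within groups, the component follows the macrophage list (r = 0.918, rho = 0.883, permutation test, p = 1e-05, the smallest 1e+05 permutations can give; r = 0.90 without the 2 libraries farthest out; adjusted p = 1.62e-05 over 13 relations tested). It falls with the adipocyte list (r = −0.938, rho = −0.925, permutation test, p = 1e-05; r = −0.909 without the 2 farthest; adjusted p = 1.62e-05).

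Technical explanations for the spread along this component were weighed. A few genes taking most of the counts are argued against as its whole source. Their share follows the component (r = −0.890, rho = −0.899, permutation test, p = 1e-05; r = −0.859 without the 2 farthest; adjusted p = 1.62e-05), but such genes scale all others in a library alike, and the macrophage list minus the endothelial list, without the 24 highest genes, rises by 1.06 log2 per SD of the component (standard error 0.0814). These 24 genes include 3 of the adipocyte list. RNA from the epididymis, which adjoins this fat pad, stays low: the highest of the 3 epididymis genes in the table of 15 listed reaches 13.4 CPM in any library (*Lcn5*), and the only testis gene in the table reaches 0.945 CPM (*Hspa1l*), against a median of 4056 CPM for the highest macrophage gene. A lower share of adipocytes alone would raise all other cell types alike, but endothelial genes change by −0.34 log2 per SD of the component (standard error 0.035) while the macrophage list rises by 0.75, so this is argued against. RNA from skeletal muscle cannot be told apart from the other explanations: the muscle list (9 of 12 genes in the table) follows the component with r = −0.370 (rho = −0.390, r = −0.442 without the 2 farthest, permutation test, p = 0.0193, adjusted p = 0.0228), its highest gene, *Acta1*, reaches 74.6 CPM, and its direction is opposite to that of immune genes. Red blood cell genes (5 in the table) reach 3279 CPM (*Hbb-bs*) and were not tested further. The mesothelial list does not follow the component (r = −0.205, rho = −0.202, permutation test, p = 0.318, adjusted p = 0.345; r = −0.0059 without the 2 farthest). What stays open is a difference between mice in macrophage content, with which r = 0.918 is in line, whether it comes from obesity, from the part of the fat pad taken or from handling of the tissue. T cell genes (r = 0.832, rho = 0.825, permutation test, p = 2e-05, adjusted p = 2.89e-05; r = 0.780 without the 2 farthest) and the list of B and plasma cells (r = 0.686, rho = 0.656, permutation test, p = 0.0004, adjusted p = 0.00052; r = 0.618) follow it too, and mast cell genes most closely of the immune lists tested (r = 0.929, rho = 0.910, permutation test, p = 1e-05, adjusted p = 1.62e-05; r = 0.910). The spread within a diet and genotype has no condition in the design behind it, so no biological explanation was tested.

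Among single genes, *Col15a1* in chow-fed *Lama4* fl/fl replicate 3 (8.58 log2 CPM) and *Gtf2h1* (3.82), *Larp4* (4.5) and *Srpr* (3.33) in the same library stand apart from the other chow-fed *Lama4* fl/fl libraries. This is the chow-fed *Lama4* fl/fl mouse that the paper left out. HFD-fed *Lama4* AKO replicate 2 stands apart for *Btbd10* (3.66) and *Grcc10* (6.83). A removal of trends of log2 CPM on GC content and transcript length in each library kept 59.1% of the 1750 calls between diets in the paper's *Lama4* fl/fl mice (1034 genes). That comparison includes neither of these libraries, so it cannot decide whether such trends set their values. No biological explanation was tested for single libraries.

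*Gm28586* (ENSMUSG00000100176, chromosome 9, 100530616 to 100531071), a predicted transcript labelled in Fig. 7c and Fig. 7d, is at 1.05 log2 CPM (33 counts) in HFD-fed *Lama4* fl/fl replicate 2 and has no counts in the other 5 HFD-fed *Lama4* fl/fl libraries. It has counts in all 12 libraries labelled *Lama4* AKO. A mislabelled sample cannot be told apart from a carrier of the transcript with the right label: of the 7 genes within 20 Mb that are among the 50 with the lowest p-value for genotype, 6 of which do not pass after adjustment, the library lies nearer the mean of HFD-fed *Lama4* AKO libraries at 4 and nearer that of *Lama4* fl/fl libraries at 3, and at *Zfp949* its value of 1.58 log2 CPM is below the lowest library labelled *Lama4* AKO (2.54). What keeps this open is that the genes nearby overlap between genotypes. Without this library, 91 genes were called between genotypes on HFD in place of 26.

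The response to diet differs between the genotype labels: the interaction called 58 genes in all 24 mice, and *Ubqln4* had an interaction of −1.36 (adjusted p = 0.0499 from edgeR). *Ubqln4* rose by 0.75 on HFD in *Lama4* fl/fl mice and fell by 0.62 in the libraries labelled *Lama4* AKO. Other splits of the same mice gave as many genes in 2 of 100 draws, the real one included, which argues against chance alone. The count was 29 without chow-fed *Lama4* AKO replicate 3 and 188 without chow-fed *Lama4* fl/fl replicate 1, and an adjusted p-value of at most 0.05 leaves 1 gene, *Ubqln4*, of 2336 with an unadjusted p-value under 0.05. With RLE size factors in place of TMM, 53 genes were called, 8 with a higher and 45 with a lower response in the libraries labelled *Lama4* AKO, against 19 and 39. The majority was the other way with limma-voom (30 higher and 24 lower) and with sample quality weights (806 and 552), so the direction depends on the tool. A difference between the genotypes in the response to diet and a difference in the mice that make up the groups along the first component both stay open, and the second may contribute, since chow-fed *Lama4* fl/fl replicate 1 and chow-fed *Lama4* AKO replicate 3 lie at its low end.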

How the results depend on the processing

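Alternatives on the paper's mice other than the fit itself and limma-voom were chosen after seeing the data: each mouse left out, adjusted p-values, fry, preranked enrichment and symbol lists. Results are given in the order HFD against chow in *Lama4* fl/fl, HFD against chow in *Lama4* AKO, *Lama4* AKO against *Lama4* fl/fl on HFD, *Lama4* AKO against *Lama4* fl/fl on chow, HFD-fed *Lama4* AKO against chow-fed *Lama4* fl/fl, the interaction, the genes called between diets in both genotypes, those called in both the HFD genotype and *Lama4* fl/fl diet comparisons, and those called between genotypes on both diets. Over all 24 mice these are 26, 619, 26, 17, 315, 58, 2, 1 and 2 genes.

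With the paper's mice they were 1750, 2332, 84, 31, 1487, 101, 880, 56 and 1, and with limma-voom on the paper's mice 1842, 2362, 88, 25, 1475, 95, 941, 54 and 1. With limma-voom on all 24 mice, HFD-fed *Lama4* AKO against chow-fed *Lama4* fl/fl gave 199 genes, and the other counts stayed within 1.5 times those of edgeR. DESeq2 gave 60, 1315, 81, 41, 643, 148 and, for genes called between diets in both genotypes, 8. Fits of only the 2 groups compared gave 11 and 1388 between diets, 9 between genotypes on chow, 590 for HFD-fed *Lama4* AKO against chow-fed *Lama4* fl/fl, and 1 for the genes shared between diets and 1 for those shared between genotypes. Voom with sample quality weights gave 3594 between diets in *Lama4* AKO, 525 and 289 between genotypes on HFD and chow, 2436 for HFD-fed *Lama4* AKO against chow-fed *Lama4* fl/fl, 1358 for the interaction, and 5 and 9 for the first and the last of the overlaps. An adjusted p-value of at most 0.05 gave 0, 2422, 0, 0, 550, 1, 0, 0 and 0 in all 24 mice and 3398, 4116, 0, 0, 2834, 0, 1930, 0 and 0 in the paper's mice. The zero counts stand beside 1354, 2227 and 878 genes with an unadjusted p-value under 0.05 in all 24 mice, and 1653, 1263 and 1819 in the paper's mice. A fold change of at least 2 gave 10, 389, 8, 4, 184, 37, 1, 0 and 1, fewer since the criterion is stricter. RLE size factors, no filter on low counts, filterByExpr, no fold change criterion and a group mean of at least 2 on the log2 scale left all 9 counts within 1.5 times. Apart from the stricter criterion and the change of mice, the cause was not tested.

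Replicate numbers do not pair the mice: of the 36 correlations between libraries with the same number in different groups 15 were above 0.1, with a median of −0.0079. With the replicate block, 10 genes were called between genotypes on chow, 32 for the interaction, and 1 each for the genes shared between diets and between genotypes.

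Fits that each left out 1 of the 24 mice gave, in the same order, from 14 (without HFD-fed *Lama4* fl/fl replicate 1) to 63 genes (without chow-fed *Lama4* fl/fl replicate 1), 299 (chow-fed *Lama4* AKO 3) to 1169 (chow-fed *Lama4* AKO 5), 13 (HFD-fed *Lama4* fl/fl 4) to 91 (HFD-fed *Lama4* fl/fl 2), 4 (chow-fed *Lama4* AKO 3) to 65 (chow-fed *Lama4* fl/fl 1), 159 (HFD-fed *Lama4* AKO 5) to 748 (chow-fed *Lama4* fl/fl 3), 29 (chow-fed *Lama4* AKO 3) to 188 (chow-fed *Lama4* fl/fl 1), 0 (chow-fed *Lama4* AKO 3) to 6 (HFD-fed *Lama4* fl/fl 4), 1 to 2 (chow-fed *Lama4* fl/fl 1), and 1 (chow-fed *Lama4* fl/fl 2) to 3 (HFD-fed *Lama4* fl/fl 1). For the paper's mice the 19 fits gave 818 (HFD-fed *Lama4* fl/fl 1) to 1992 (HFD-fed *Lama4* fl/fl 2), 1588 to 2960, 19 (HFD-fed *Lama4* fl/fl 1) to 303 (HFD-fed *Lama4* fl/fl 2), 13 (chow-fed *Lama4* AKO 3) to 177 (chow-fed *Lama4* fl/fl 1), 1077 to 1946, 38 (HFD-fed *Lama4* fl/fl 1) to 258 (HFD-fed *Lama4* fl/fl 2), 483 (HFD-fed *Lama4* fl/fl 1) to 1104 (HFD-fed *Lama4* AKO 6), 8 (HFD-fed *Lama4* fl/fl 1) to 222 (HFD-fed *Lama4* fl/fl 2), and 0 (HFD-fed *Lama4* fl/fl 1) to 3 (HFD-fed *Lama4* fl/fl 2).

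The number of Reactome sets with an FDR of at most 0.05, given for HFD against chow in *Lama4* fl/fl and in *Lama4* AKO and for *Lama4* AKO against *Lama4* fl/fl on HFD and on chow, was 2, 4, 7 and 4. With the paper's mice 6 sets passed for diet in *Lama4* fl/fl and 2 for genotype on HFD, as with limma-voom on the paper's mice (6 and 2). Under fry the numbers were 0, 2, 0 and 0, and under fry on the paper's mice 0 passed for diet in *Lama4* fl/fl and 0 for genotype on either diet. A preranked enrichment gave 5 and 10 between diets, and with limma-voom on the paper's mice 10, 11 and, for *Lama4* AKO against *Lama4* fl/fl on HFD, 4. The symbol lists gave 6, 8, 10 and 9 of 17 lists, and on the paper's mice 10, 8, 3 and 9.

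*Lama4* between genotypes on HFD went from −0.69 to 0.14 in the paper's mice and 0.11 with limma-voom on them, and to −0.95 with voom with sample quality weights, the alternative in which it passed (adjusted p = 0.0261 with limma; other alternatives with a negative value did not). On chow it lay between −0.048 (without chow-fed *Lama4* fl/fl replicate 3) and 0.43 (without chow-fed *Lama4* fl/fl replicate 1). Of 1626 values of 48 results for single genes, 1529 kept their direction and side of the threshold, 28 were weaker, 30 stronger and 39 reversed. Between genotypes on HFD, with the paper's mice and with limma-voom on them, *Atf2* went from −0.20 to 0.63 and 0.62, *Fgfr1op2* to 1.3 and 1.27, *Gtf2h1* to 0.93 and 0.98, *Mrpl9* to 0.98 and 1.05 and *Srpr* to 1.09 and 1.17. With limma-voom on all 24 mice *Fgfr1op2* was at 0.29, *Gtf2h1* at 0.10, *Mrpl9* at 0.26 and *Srpr* at 0.17, and with the replicate block *Fgfr1op2* was at 0.10 and *Mrpl9* at 0.052. *Larp4* went from 0.04 to −0.0014 with only the 2 groups compared and −0.10 with sample quality weights. With 1 mouse left out, *Fgfr1op2* lay between −0.18 and 0.28, *Gtf2h1* between −0.35 and 0.056, *Larp4* between −0.077 and 0.15, *Mrpl9* between −0.23 and 0.15 and *Srpr* between −0.42 and 0.055, and between diets in *Lama4* fl/fl mice *Gtf2h1* between −0.39 and 0.018 and *Srpr* between −0.36 and 0.11. The highest values of the first 5 came without HFD-fed *Lama4* fl/fl replicate 6, and those of the last 2 without HFD-fed *Lama4* fl/fl replicate 2.

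Of 250 values of 25 results for gene sets, 162 kept their direction and side of the threshold, 42 were weaker, 24 stronger and 22 reversed. Settings are the paper's mice, limma-voom on the paper's mice, fry on the paper's mice and the preranked enrichment with limma-voom on the paper's mice, the last as a normalized score. Translation elongation between diets in *Lama4* fl/fl mice was 0.14, 0.16, 0.14 and 2.13. Between genotypes on HFD, translation elongation was −0.048, −0.060, −0.048 and −0.92, branched-chain amino acid catabolism 0.094, 0.084, 0.094 and 0.85, immunoregulatory interactions −0.44, −0.43, −0.44 and −3.41, and interferon gamma signaling −0.29, −0.30, −0.29 and −2.42. The last setting gave −0.71 for MHC class II antigen presentation, and the preranked enrichment on all 24 mice −0.80 for immunoregulatory interactions. The change of mice is the cause where the paper's mice alone reverse a value, and the cause was not tested elsewhere. The depth of 5579590 to 18764500 counts limits results for genes near 1 CPM.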

Differences from the paper's values

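The settings on the paper's mice with limma-voom and a log2 criterion were chosen after seeing the data. The paper's 1800 genes between diets in *Lama4* fl/fl mice compare with 26 genes in all 24 mice. Of the alternatives set before the data were examined, the paper's mice (1750) and limma-voom on the paper's mice (1842) come within 1.5 times, and none of the others does. The paper's 2218 genes between diets in *Lama4* AKO mice compare with 619. The paper's mice (2332), limma-voom on the paper's mice (2362) and an adjusted p-value of at most 0.05 (2422) come within 1.5 times, and the other alternatives do not. For genotypes on HFD the paper's value is 79 and that of all 24 mice 26. The paper's mice (84), limma-voom on them (88), DESeq2 (81) and the fits without HFD-fed *Lama4* fl/fl replicate 2 (91) and without HFD-fed *Lama4* AKO replicate 6 (76) come within 1.5 times, and the others do not. On chow the paper's value is 31 and that of all 24 mice 17, and the paper's mice (31), limma-voom on them (25), DESeq2 (41), the fit without chow-fed *Lama4* AKO replicate 2 (40) and the fit without HFD-fed *Lama4* fl/fl replicate 2 (21) close that gap while the others leave it open.

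For the genes called between diets in both genotypes, the paper's 887 compare with 2 in all 24 mice, 880 in the paper's mice and 941 with limma-voom on them. For those called both between genotypes on HFD and between diets in *Lama4* fl/fl mice, the paper's 45 compare with 1, 56 and 54. No other alternative came near either. The regions of Fig. 8 of the paper add up to fewer genes shared between the diet comparisons than the 887 of its text, so which of these is the value to compare is not settled, and the paper's 45 leave out 1 gene that Fig. 8 also shows in a further comparison. With limma-voom on the paper's mice and a group mean of at least 2 on the log2 CPM scale, a setting chosen after seeing the values, the counts were 1758, 2209, 85 and 25, and the overlaps 893 and 53.

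The paper's number of genes retained, 14855, compares with 15020 in all 24 mice, within 1.5 times, and equals the 14855 of CPM without TMM factors on the paper's mice, a setting chosen after seeing the values and used to identify a mouse. The paper names no pathway as higher in HFD-fed *Lama4* AKO than in HFD-fed *Lama4* fl/fl mice. In all 24 mice 3 of the 15 Reactome sets were higher, and in the paper's mice none was. It gives immune pathways as lower in that comparison, and the set of immunoregulatory interactions stood at 0.14 in all 24 mice and −0.44 in the paper's mice. It gives a cytokine pathway as higher in chow-fed *Lama4* AKO mice, where the set of cytokine signaling differed by 0.03 in all 24 mice and 0.05 in the paper's mice without passing. It gives immune pathways as higher on HFD in both genotypes: in *Lama4* fl/fl mice immunoregulatory interactions passed in the paper's mice and not in all 24, and in *Lama4* AKO mice that set passed in neither while Toll-like receptor cascades passed in both. Its text gives metabolism-related pathways as lower on HFD in *Lama4* AKO mice too, without naming oxidative phosphorylation for that genotype. Respiratory electron transport stood there at 0.02 in all 24 mice and −0.01 in the paper's mice. Other metabolic sets were lower there as in the paper: SREBF targets (−0.62 and −0.69) and cholesterol biosynthesis (−0.46 and −0.53) passed in both sets of mice, and branched-chain amino acid catabolism (−0.36 and −0.46) in the paper's mice only.

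The paper names *Col15a1* as higher in chow-fed *Lama4* AKO mice, and it was higher by 0.27 in all 24 mice and 0.38 in the paper's mice without passing the 3 criteria. The paper describes HFD-fed *Lama4* AKO eWAT as similar to that of chow-fed *Lama4* fl/fl mice for its shared genes, and these groups differed at 315 genes in all 24 mice and 1487 in the paper's mice. By qPCR in chow-fed mice it reports a lower *Lama4* in *Lama4* AKO eWAT (Fig. 3a), and the RNA-Seq libraries labelled *Lama4* AKO on chow differed by 0.11 on the log2 scale in all 24 mice. The labels of Fig. 7 that did not pass the criteria in the paper's mice numbered 4 of 20 in Fig. 7c and 7 of 20 in Fig. 7d.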

Other observations

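The tests of the labels of the groups were chosen only after the result was seen. *Lama4* was not lower in libraries labelled *Lama4* AKO on chow (log2 fold change 0.11). Counts at the 3′ end from transcripts without exon 3 cannot be told apart from the other explanations. A transcript without exon 3 would be counted by QuantSeq if it is stable, since 5184 bases of the spliced transcript lie 3′ of exon 3. Against this, the qPCR product in exons 8 and 9 also lies 3′ of exon 3, and the paper reports a lower *Lama4* with it, which stable transcripts without exon 3 would have hidden. No value here measures such transcripts, which keeps this open. A different share of adipocytes is argued against as the whole source, since *Lama4* relative to the adipocyte list differed little on chow. The difference was 0.15 in all 24 mice (exact permutation test, p = 0.558) and −0.064 in the paper's mice (exact permutation test, p = 0.730). Both values lie within the spread between mice, so a small part cannot be excluded. An exchange of the chow groups alone is argued against by *Gm28586*, which has counts in 0 of 6 chow-fed *Lama4* fl/fl libraries and in 6 of 6 chow-fed *Lama4* AKO libraries. By *Gm28586*, an exchange of all *Lama4* fl/fl and *Lama4* AKO labels cannot be told apart from labels that are right. It has counts in 12 of 12 libraries labelled *Lama4* AKO, and nothing in the data ties it to either genotype. A full exchange would raise *Lama4* in libraries labelled *Lama4* AKO. With 1 of the 24 mice left out, it lay between −0.048 and 0.43 on chow and between −0.95 and −0.49 on HFD. Mean differences in the paper's mice were 0.15 on chow and 0.11 on HFD. On chow, neither a rise as large as the fall reported by qPCR nor such a fall was seen. Right labels would give the fall if the counts register the deletion, so *Lama4* cannot decide between right and exchanged labels there. On HFD its direction changed with the mice used. *Lama4* RNA from endothelial cells cannot be told apart from *Lama4* RNA of adipocytes either: within groups *Lama4* follows the endothelial list with r = 0.869 (rho = 0.863, permutation test, p = 1e-05, adjusted p = 1.62e-05; r = 0.822 without the 2 farthest) and the adipocyte list with r = 0.862 (rho = 0.875, permutation test, p = 1e-05, adjusted p = 1.62e-05; r = 0.820), and both lists follow the first principal component (r = −0.898 for the endothelial list, rho = −0.896, permutation test, p = 1e-05, adjusted p = 1.62e-05; r = −0.857), as does *Lama4* (r = −0.956, rho = −0.975, permutation test, p = 1e-05, adjusted p = 1.62e-05; r = −0.942).

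*Gm28586* has 6 to 17 counts in the chow-fed libraries labelled *Lama4* AKO (0.848 ± 0.416 CPM, n = 6) and 17 to 50 in the HFD-fed ones (2.84 ± 1.12 CPM, n = 6). In CPM the mean on chow is at least 2.74-fold higher than the limit that a count of 0 allows in chow-fed *Lama4* fl/fl libraries (3 counts, up to 0.309 CPM). On HFD no such bound holds, since HFD-fed *Lama4* fl/fl replicate 2 is at 2.03 CPM. That is above HFD-fed *Lama4* AKO replicates 4 and 6, at 1.52 CPM each, and gives its group a mean of 0.338 CPM. The difference between genotypes has p = 0.00216 on chow, the smallest possible, and p = 0.00649 on HFD (exact permutation tests). The paper labels this transcript in Fig. 7c and Fig. 7d. Reads from the overlapping gene, *Nck1*, are argued against: it differs by −0.20, in the other direction. A transgene that carries genes next to *Adipoq* cannot be told apart from other explanations. The 8 genes tested within 200 kb of *Adipoq* have a median log2 fold change of 0.15 but go both ways, from −1.19 (*Hrg*) to 0.49 (*Rfc4*, the only one with an unadjusted p-value under 0.05), and which of them a transgene would carry is not known. A strain variant in a region inherited with the Cre transgene remains a candidate explanation: of the 50 genes with the lowest p-value for genotype, 7 lie within 20 Mb of *Gm28586*, which is left out of the count, against 0.919 by chance (exact hypergeometric test, p = 3.33e-05). None of 14523 windows centred on other genes holds as many, the highest number elsewhere is 4, and 17 of 1000 random draws of 50 genes have a window as full. In the paper's mice the number is 3 (exact hypergeometric test, p = 0.0645). With *Gm28586* left out, *Zfp949* is the only gene tested that passes an adjusted p-value of 0.05 for genotype over both diets (1.16, adjusted p = 0.0118 from edgeR; 1.27 and 0.0342 in the paper's mice), where 691 genes have an unadjusted p-value under 0.05. A difference in this region may come from a linked variant as well as from the deletion of *Lama4* on chromosome 10, which the design cannot part.

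The number of genes called between diets in *Lama4* fl/fl mice rises from 26 to 1750 with the paper's mice. Which mice were left out is a candidate explanation: of 100 removals of 3 HFD-fed and 1 chow-fed *Lama4* fl/fl mouse, of 120 possible, only that of the paper (1 of 100) gave as many genes, and the others had a median of 16 and a maximum of 757. The same removals gave as many genes between genotypes on HFD in 30 of 100, and an overlap as large as 56 in 1 of 100, with a maximum of 45 among the others. A removal along the first principal component by itself is the other candidate. In 100 random regroupings of the 12 *Lama4* fl/fl mice, the 3 and 1 libraries nearest the other group on the component were left out, a rule that picks the paper's mice in the real groups. It gave at least 1750 genes in 18 of 100, the real groups included, with a median of 189 and a maximum of 2459 among the others. For the genotypes on HFD, such removals gave at least 84 genes in 68 of 100. There the HFD-fed *Lama4* AKO group stayed fixed. The regrouped *Lama4* fl/fl group set against it could hold chow-fed mice and lie at either end of the component. The 68 of 100 is therefore no test of chance for the genotypes. Between diets, the 18 of 100 show that 1750 calls may come from selecting mice along the component in groups drawn without regard to diet. The regroupings do not show whether the component itself is related to diet. Libraries labelled *Lama4* AKO lay at −80.3 to 22.3 on chow and −0.457 to 67.1 on HFD. Those labelled *Lama4* fl/fl overlapped more, at −99.9 to 53.5 and −81.5 to 81.1. GC content and transcript length (59.1% of the calls kept) and library size (66.8% kept) are argued against as the whole source. An effect of diet itself stays open.

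Other splits of the same mice into groups of the same sizes gave counts as large as the real groups as follows, the real one included. Over all 24 mice, 13 of 100 splits did for diet in *Lama4* fl/fl, 1 of 100 for diet in *Lama4* AKO, 9 of 100 for genotype on HFD, 12 of 100 for genotype on chow, 1 of 100 for HFD-fed *Lama4* AKO against chow-fed *Lama4* fl/fl, 2 of 100 for the interaction, 7 of 100 for the genes shared between diets, 34 of 100 for those shared by the HFD genotype and *Lama4* fl/fl diet comparisons and 2 of 100 for those shared between genotypes. For the number of gene sets, 79 of 100 splits did for genotype on chow, 27 for genotype on HFD, 87 for diet in *Lama4* fl/fl and 72 for diet in *Lama4* AKO. Over the paper's mice, 1 of 56 splits did for diet in *Lama4* fl/fl, 1 of 100 for diet in *Lama4* AKO, 5 of 84 for genotype on HFD, 11 of 100 for genotype on chow, 1 of 100 for HFD-fed *Lama4* AKO against chow-fed *Lama4* fl/fl and 2 of 84 for the overlap of 56 genes. The splits of the paper's mice take the removal of mice as given.

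The opposite directions of the genes shared by the HFD genotype and *Lama4* fl/fl diet comparisons can come from the HFD-fed *Lama4* fl/fl mice that both comparisons use. Simulations with no effect gave 100% opposite directions, and other splits of all HFD-fed mice 700 of 700. Other splits of the paper's HFD-fed mice gave 81.8%, so in those a part of the shared genes went the same way. That share pools 891 genes, of which 553 come from 1 split. The lower immune lists in HFD-fed *Lama4* AKO libraries of the paper's mice depend on which 3 HFD-fed *Lama4* fl/fl mice are used. Of the 20 choices of 3 mice, the macrophage list was not lower in *Lama4* AKO in 19, the T cell list in 13, the list of primary immunodeficiency in 13, the mast cell list in 19 and the list of B and plasma cells in 9. The paper's choice gave the lowest difference of the 20 for the macrophage, T cell, primary immunodeficiency and mast cell lists. These counts are in line with a role of which mice were left out, and they leave open whether those mice were rightly set aside.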
